# Effect of the Seasonal Climatic Variations on the Flavonoid Accumulation in *Vitis vinifera* cvs. ‘Muscat Hamburg’ and ‘Victoria’ Grapes under the Double Cropping System

**DOI:** 10.3390/foods11010048

**Published:** 2021-12-25

**Authors:** Hao-Cheng Lu, Wei-Kai Chen, Yu Wang, Xian-Jin Bai, Guo Cheng, Chang-Qing Duan, Jun Wang, Fei He

**Keywords:** double cropping system, table grapes, flavonoid metabolism, high temperature, transcriptomics

## Abstract

Under the double cropping system, berries usually showed significant quality variations in the summer and winter seasons. In the two-year/four-consecutive-season study, two table grapes of ‘Muscat Hamburg’ and ‘Victoria’ were investigated to determine the phenolic compounds in their berries. Different from those of the summer season, the berries in the winter season suffered no high-temperature stress since veraison to harvest in 2014 and 2015. The variations in the season temperatures led to a higher anthocyanin concentration in the winter season berries of ‘Muscat Hamburg’ grapes than that in the summer berries, while the summer season berries had higher proportions of acylated and methylated anthocyanins than those in the winter season berries. Similar to the anthocyanins, the winter season berries also had a higher flavonol concentration in both varieties. Transcriptome analysis showed that the upregulated genes involved in the flavonoid pathway in the winter season berries were agreed with the changes found in the metabolites. However, the influence of the growing seasons on the flavanols was not consistent in the two varieties, and the variations in *VviLARs* between the grapes of ‘Muscat Hamburg’ and ‘Victoria’ might be the cause. This research helped us better understand the double cropping system and how the climate factors affected the phenolic compounds in the double cropping system.

## 1. Introduction

In South China, the subtropical humid monsoon climate was usually considered suboptimal for grape cultivation because of the extremely high temperature and the concentrated rainfall in the growing season, especially in summer [1]. However, table grapes had a rapid development in South China in recent years, such as in Guangxi province. Cheng et al. [2] showed that the viticultural area of Guangxi had increased by three times, and the annual production value increased from 246 million to 2.6 billion yuan (CNY) since the beginning of this century. The rain shelter cultivation and double cropping system techniques contributed to the booming development. The double cropping system was a common technique in the subtropical regions [3,4]. In these regions, the excessive rainfall in the summer led to fungal diseases and increased the rot incidence, which negatively affected the grape quality [4,5]. After applying the double cropping system, berries ripened earlier than those with the traditional single cropping system, making it possible to avoid the intense rainfall and heatwave in the summer season. Furthermore, berries in the winter season usually had a better quality than those in the summer season [6,7].

Flavonoid compounds are critical secondary metabolites in grapes, including anthocyanins, flavonols, flavanols, etc. [8]. These compounds are synthesized through the phenylpropanoid-flavonoid pathway and share the common upstream steps through phenylalanine ammonia-lyase (PAL) to flavanone 3-hydroxylase (F3H) [1]. The accumulation of flavonoids is sensitive to environmental changes such as temperature and light [9]. Previous studies showed that the relatively low temperature was beneficial for the accumulation of anthocyanins, while high temperature inhibited the synthesis of anthocyanins [10,11]. Cohen et al. [12] showed that diurnal temperature variation altered the initial rates of proanthocyanidin accumulation, which was correlated strongly with the expression of the core genes in the flavonoid pathway. As for the light effect, the increased cluster exposure could promote the synthesis of anthocyanins and flavonols, while shading treatment would inhibit the related metabolism of these compounds [13,14]. In addition, changes in the climate factors could also affect the portion of various flavonoids. For example, the high temperature would increase the proportion of coumalylated anthocyanins in the ‘Merlot’ grape [15]. Water deficit could increase the proportion of the 3′5′-hydroxylated and the methoxylated anthocyanins in the ‘Cabernet Sauvignon’ grape [16].

In the present study, we chose two table grapes that occupy a more extensive market than the wine grapes in South China to determine the variations in the flavonoid profiles. The ‘Victoria’ is a table grape variety cultivated in Puglia region at the Horticulture Research Institute of Bucharest [17]. The ‘Muscat Hamburg’ is a classical cultivar of black table grape grown in many parts of Europe, highly appreciated for its beautiful bunches and pleasant Muscat flavor [18]. Although many studies focus on the aroma characteristics of the two varieties, their phenolic profiles under the double cropping were few reported. There were significant climate variations between the summer and winter seasons under the double cropping system, which usually exceeded the effects of the vintages in the traditional viticultural regions. The results could help the researchers better understand how climate parameters affected grape phenolic compounds under the double cropping system, which might improve the understanding of the grape berries in response to the climate changes accompanied by extreme weather conditions in the future

## 2. Materials and Methods

### 2.1. Vineyard and Double Cropping System

Field experiments were performed in *V. vinifera* L. cvs. ‘Muscat Hamburg’ (MH) and ‘Victoria’ (V) grapevines (both grafted on ‘SO4′) in 2014 and 2015 in four consecutive growing seasons. Experiment site located in Guangxi Academy of Agricultural Sciences which was in South China (22°36′ N-108°14′ E, elevation 104 m). Vines were planted in 2007 and trained to a Y-shaped training system with 2 × 4/5 shoots per meter and 1.0 m cordon above ground. Rain-shelters were applied to all vines to prevent over-rainfall damage. The vineyard was north-south row orientation with inter- and intra-row spacing of 3.5 m × 1 m. The double cropping system in the experiment site was described by Chen et al. [1]. In each vintage, vines had two growing seasons: the summer season and the winter season. The summer season began in March and the grapes were harvested around late July and early August. Then vines were pruned and enforced with 2.5–3.0% hydrogen cyanamide to start the winter season. Vines were budburst in August and grapes were harvested in January next year.

### 2.2. Berry Sampling and Meteorological Data Collection

In each growing season, berries were sampled at four E-L stages [19]: (1) pea-size (E-L 31), (2) onset of veraison (E-L 35), (3) veraison complement (E-L 36) and (4) harvest (E-L 38). There were three biological replicates for each variety. For each replicate, 300 berries were randomly sampled from about 50 vines. Berries were immediately frozen in liquid nitrogen and stored at −80 °C for metabolite and transcriptome analysis.

Meteorological data was acquired from a local climate monitoring station within one kilometer away from the experiment site. Photosynthetically active radiation and temperature were recorded per hour. Accumulated rainfall was recorded per day.

### 2.3. Extraction of Grapes Phenolic Compounds

For each replicate, 100 berries were selected randomly to peel off the skins in frozen status. Skins were quickly frozen in liquid nitrogen and then grounded to powder. The powder was dried at −40 °C under vacuum conditions for 24 h.

The extraction of anthocyanins and flavonols in skins was according to a previous study [20]. Briefly, 0.1000 g (±0.0002 g) dried powder was accurately weighed and put into the centrifuge tube. Then the dried powder was macerated and sonicated in 50% (*v*/*v*) methanol in water (1.0 mL) for 20 min under a low temperature (4 °C) and dark condition. The mixture was centrifugated for 10 min at 8000 rpm to acquire the supernatant. The residues were re-extracted again and all the supernatants were combined.

The extraction of flavanols in skins was according to Liang et al. [21]. Briefly, 0.1000 g (±0.0002 g) dried powder was accurately weighed and put into the centrifuge tube. For the various flavan-3-ol units, 1 mL of phloroglucinol buffer (0.5% ascorbate, 300 mmol/L HCl and 50 g/L phloroglucinol in methanol) was used to mix the dried powder and incubated at 50 °C for 20 min. Then the mixture was neutralized with 1.0 mL aqueous sodium acetate (200 mM) and centrifuged for 15 min at 8000 rpm. The residue was extracted twice and all the supernatants were collected and combined. For the free flavan-3-ol monomers, 1 mL of 70% acetone with 0.5% ascorbate was used to mix the dried powder and then centrifuged for 15 min at 8000 rpm. The extraction of the residue was conducted twice and all the supernatants were collected and combined. Then the supernatants were dried using a nitrogen stream at 30 °C. The dried samples were dissolved in 200 μL acidified methanol with 1% (*v*/*v*) HCl and then neutralized with 200 μL aqueous sodium acetate (200 mM).

### 2.4. HPLC-MS Analysis of Phenolic Compounds in Grapes

Anthocyanins were analyzed with an Agilent 1100 series HPLC-MSD trap VL equipped with a diode array detector (DAD) and a Kromasil C_18_ column (250 × 4.6 mm, 5 μm). Mobile phase A was 2% formic acid in water and B was 2% formic acid in acetonitrile. The detailed LC procedures and MS conditions have been described by He et al. [22]. Anthocyanins were quantified using the malvidin-3-*O*-glucoside as the external standards and expressed as mg/kg berry fresh weight (FW). Flavonols were analyzed on an Agilent 1200 series HPLC-MSD trap VL equipped with a variable wavelength detector (VWD) and a Zorbax EclipseXDB-C_18_ column (250 × 4.6 mm, 5 μm). Mobile phase A consisted of acetonitrile/formic acid/water (50:85:865, *v*/*v*/*v*), and mobile phase B consisted of acetonitrile/methanol/formic acid/water (250:450:85:215, *v*/*v*/*v*/*v*). The detailed LC procedures and MS conditions were described by Chen et al. [1]. Flavonols were quantified using the quercetin-3-*O*-glucoside as the external standards and expressed as mg/kg berry fresh weight (FW). Flavanols were analyzed on an Agilent 1200 series HPLC system equipped with a Poroshell 120 EC-C18 column (150 × 2.1 mm, 2.7 μm) and Agilent 6410 QqQ instrument equipped with an electrospray ionization source. Mobile phase A was aqueous 0.1% formic acid and B was a mixture of acetonitrile/methanol (50:50, *v*/*v*) containing 0.1% formic acid. The detailed LC procedures and MS conditions have been described by Chen et al. [1]. Flavanols were quantified by using (+)–catechin, (–)–epicatechin, (–)–epicatechin-3-*O*-gallate and (–)–epigallocatechin as the external standards and expressed as mg/kg berry fresh weight (FW).

### 2.5. RNA Extraction and Transcriptome Sequencing

Berries from three sampling points were selected (E-L 35, 36, and 38) for the RNA extraction. In this case, 50 berries were randomly selected from each biological replicate. Then the berries were de-seeded and smashed into powder under liquid nitrogen protection. The SpectrumTM Plant Total RNA Kit (Sigma-Aldrich, Carlsbad, CA, USA) was used for the total RNA extraction. Transcriptome analysis was conducted on the Illumina HiSeqTM 2000 platform with 50-bp single reads and aligned against the reference grapevine genome 12 × V2, allowing no more than two mismatches. The longest transcript was chosen to calculate the fragments per kilobases per million reads (FPKM) value when more than one transcript was obtained for a single gene. The R package ‘DESeq2′ was used to identify differentially expressed genes (DEGs), and the criteria were set as false discovery rate ≤ 0.05 and fold change ≥ 2. The data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO accession GSE168785.

### 2.6. Statistical Analysis

The SPSS version 22.0 was used for all significance analysis at *p* < 0.05 (Duncan’s multiple range test or *t*-test). The figures were prepared by using GraphPad Prism 8.0.2 (GraphPad Software, San Diego, CA, USA) and R statistical environment (3.6.1). Heatmap was prepared using the ‘pheatmap’ package in R. Principal component analysis (PCA) and orthogonal partial least-squares discrimination analysis (OPLS-DA) were performed in SIMCA 14.1 (Umetrics, Umea, Sweden).

## 3. Results

### 3.1. Meteorological Data

The climate conditions of each development stage in 2014 and 2015 were shown in Table 1. Stage I was from the full bloom to the veraison beginning. Stage II was from the veraison beginning to the veraison completement. Stage III was from the veraison completement to the harvest. The ‘Muscat Hamburg’ and ‘Victoria’ grapes had similar phenological stages in the winter seasons of 2014 and 2015 (Supplementary Table S1). So they experienced similar climate conditions in these seasons. In the summer season of 2015, the ‘Muscat Hamburg’ grapes were harvested 23 days later than the ‘Victoria’ grapes. In the summer season, the GDD was significantly higher than in the winter season. The average daily temperature in the summer season was about 30 °C in three development stages. While in the winter season, only stage I could be up to 23 °C in terms of average daily temperature. In stage III of the winter season, the average temperature was no more than 16 °C, which indicated a cool weather station during the ripening period. Notably, the high-temperature hours in the summer season were at least three folds higher than those in the winter season. Furthermore, during stage II and stage III, almost no high-temperature weather occurred in the winter season. For the cumulative PAR/sunshine hours and the rainfall, there were no consistent trends in 2014 and 2015. In 2014, the winter season had more cumulative PAR/sunshine hours and rainfall than the summer season. However, in 2015, the winter season had fewer cumulative PAR/sunshine hours and rainfall than the summer season.

### 3.2. Anthocyanin Composition

In the winter season, the anthocyanin concentration of the berries was at least seven-fold higher than that in the summer season, as shown in Table 2. For individual compounds, 5 monoglycoside, 3 acetylated and 4 coumarylated anthocyanins were detected by HPLC-MS. Most anthocyanin compounds showed higher concentrations in the winter season than in the summer season, except for malvidin-3-*O*-acetylglucoside. In the two-way ANOVA, only the concentration difference of malvidin-3-*O*-acetylglucoside did not reach a significant level (*p* < 0.05) under the effect of the season. Only delphinidin-3-*O*-acetylglucoside, petunidin-3-*O*-coumarylglucoside and peonidin-3-*O*-coumarylglucoside were not affected by the vintage. Only malvidin-3-*O*-glucoside, peonidin-3-*O*-acetylglucoside and malvidin-3-*O*-acetylglucoside were not affected by the interaction of the season and the vintage. Peonidin-based anthocyanins occupied the highest proportion of all anthocyanin groups in ‘Muscat Hamburg’ grapes, ranging from 44% to 60%. The winter season berries significantly increased the proportion of cyanidin-based anthocyanins, while decreasing the proportion of malvidin-based anthocyanins.

The proportion of the acylated and the B-ring substituted anthocyanins was calculated and shown in Figure 1. For acylated anthocyanins, the summer season berries had higher proportions of the acetylated and the coumarylated anthocyanins than the winter season berries in both of the two vintages. The proportion of the acetylated and the coumarylated anthocyanins increased consistently during the growing season in the summer season berries while keeping stable in the winter season berries. As for the methylated anthocyanins, the summer season berries also had a higher proportion than the winter season berries. The increased proportion of malvidin-based anthocyanins and decreased proportion of cyanidin-based anthocyanins caused a higher proportion of the methylated anthocyanins in the summer season berries. In terms of the 3′5′-hydroxylated anthocyanins, their proportions followed an increasing trend in all the growing seasons. Similar to acylated and methylated anthocyanins, the proportion of 3′5′-hydroxylated anthocyanins was also higher in the summer season berries than in the winter season berries. The 3′5′-hydroxylated anthocyanins consist of the malvidin-based, the delphinidin-based, and the petunidin-based anthocyanins. Among the three types of anthocyanins, the increased proportion of the malvidin-based anthocyanins caused a higher proportion of the 3′5′-hydroxylated in the summer season berries.

### 3.3. Flavonol Composition

As shown in Table 3, 13 individual flavonol compounds were detected by the HPLC-MS, with 12 flavonols identified in the ‘Muscat Hamburg’ grapes and 8 flavonols identified in the ‘Victoria’ grapes. Among all the compounds, only quercetin-3-*O*-rutinoside was not detected in the ‘Muscat Hamburg’ grapes. Among all six types of flavonols, only the myricetin based flavonols had a higher proportion in the winter season berries than in the summer season berries in the ‘Muscat Hamburg’ grapes. The 3′5′-hydroxylated flavonols, such as myricetin-3-*O*-glucuronide, myricetin-3-*O*-galactoside, myricetin-3-*O*-glucoside, laricitrin-3-*O*-glucoside and syringetin-3-*O*-glucoside, were not detected in the ‘Victoria’ grapes. Mattivi et al. [23] showed that the delphinidin-like flavonols myricetin, laricitrin and syringetin were missing in all the white varieties, indicating that the enzyme flavonoid 3′,5′-hydroxylase was not expressed in the white grape varieties. Similar to anthocyanins, the summer season berries had lower concentrations of most flavonol compounds, leading to a significant reduction in total flavonol concentration (Figure 2). At harvest (E-L 38), the same result occurred in the two varieties in total flavonol concentration among different seasons. The 2014 winter season berries had the highest flavonol concentration among all the four seasons, followed by the 2015 winter season berries and the 2015 summer season berries. The 2014 summer season berries had the lowest flavonol concentration among all the four seasons in the two varieties.

### 3.4. Flavanol Composition

Respect to flavonols in the grape skins, the basic monomer (+)–catechin, (–)–epicatechin, (–)–epicatechin-3-*O*-gallate and (–)–epigallocatechin were detected by the HPLC-MS in three forms: terminal subunits, extension subunits and free monomers (Table 4). Among the four basic monomers, (–)–epicatechin occupied the highest proportion (approximately 70%) of the total flavanol concentration. There were no consistent trends in the (–)–epicatechin concentration between the summer and winter season berries in the two varieties. In 2014, the winter season berries had a higher (–)–epicatechin concentration than the summer season berries in the ‘Muscat Hamburg’ grape, while had an opposite result in the ‘Victoria’ grapes. However, in 2015, there was no significant difference in (–)–epicatechin concentration between the summer and the winter season berries. For other compounds, only (–)–epicatechin-3-*O*-gallate showed significant differences between the summer and the winter season berries in the two varieties. The summer season berries had a higher (–)–epicatechin-3-*O*-gallate concentration than the winter season berries in 2014 but the opposite result showed in 2015. In terms of total flavanol concentrations in the summer and the winter season berries (Figure 3), they showed decreased trends along the development stages which peaked at E-L 31. In the ‘Muscat Hamburg’ grapes, the 2014 winter season berries had the highest flavanol concentration among all the four seasons at harvest. While in the ‘Victoria’ grapes, the 2014 summer season berries had the highest flavanol concentration among all the seasons at harvest.

### 3.5. Principal Component Analysis (PCA) and Orthogonal Partial Least-Squares Discrimination Analysis (OPLS-DA) Based on the Phenolic Profiles at Different Stages

To better understand how the phenolic profiles varied in ‘Muscat Hamburg’ grapes and ‘Victoria’ grapes, as well as in different seasons. The principal component analysis (PCA) was used to classify the different samples, which consisted of all the four development stages of two varieties in different seasons, as shown in Figure 4 and Supplementary Figure S1. The first two principal components explained 70.4% of the total variance. PC1 accounted for 51.8% of the total variance, which could separate samples from MH and V grapes (Figure 1a). In the loading plot (Figure 1b), PC1 was characterized by all the anthocyanins and some of the flavonols. The V grapes had no anthocyanins so all the anthocyanins were located on the positive of axis x, which was in agreement with the previous analysis. Furthermore, only quercetin and kaempferol-based flavonols were detected in the V grapes. Other types of flavonols were also located on the positive of axis x. Except for the variations in different varieties, the samples from different seasons and development stages were also marked in the PCA, as shown in Supplementary Figure S1. However, the PCA could not separate these samples clearly. So the variations in the variety characteristics beyond the effects of growing seasons and development stages on grape phenolics. However, with respect to the summer and winter season effects (Supplementary Figure S1b), the samples from summer seasons were close to the coordinate origin, while some samples from winter seasons were abundant in anthocyanins and flavonols.

To better discriminate the effect of different growing seasons on grapes phenolic profiles. The OPLS-DA model was used which had a better focus toward the studied objective than PCA, as shown in Figure 5. The model has passed 200 permutation tests (Supplementary Figure S2), indicating good fit and predictive abilities. Results showed that the samples from the summer and winter seasons could be separated better than in Supplementary Figure S1b. In the S-plot (Figure 5b), most phenolic compounds were located on the first quadrant of the coordinate axis except for EGC. So it was confirmed that the winter berries had more abundant phenolic compounds irrelevant with varieties or other factors. The peonidin-3-*O*-glucoside contributed the highest variation in all phenolic compounds. In the winter berries, the peonidin-3-*O*-glucoside was at least 8 folds higher than in summer berries, which was shown in Table 2. For epigallocatechin, there was no significant difference between summer and winter berries.

### 3.6. Flavonoid Biosynthesis

To further understand the variation between the summer and the winter season berries at the transcriptome level, the differentially expressed genes related to flavonoid biosynthesis were selected, as shown in Figure 6. 

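RNA-seq libraries of de-seeded berries were analysed. They covered 2 varieties, 2 growing seasons and 3 stages of the modified Eichhorn-Lorenz (E-L) scale of grapevine growth, with 3 biological replicates in each of the 12 groups, which gave 36 libraries. All of them came from the earlier vintage of the study. A season difference here therefore compares a summer crop with a winter crop of that vintage. The p-values measure the spread among berry samples within these crops, not the spread between years. The authors aligned short single reads to the grapevine genome 12X V2 and deposited an estimated count and an FPKM value (fragments per kilobase of transcript, scaled to the mapped reads of the library) for each gene in each library. Genes missing from a library's list were set to 0. Each library listed between 21184 and 23569 genes, with a median of 21833. The total estimated count per library ran from 5624449 to 18606068, with a median of 10599908. Totals in the ‘Victoria’ summer season berries were 15334749 to 18606068 at E-L 35 (median 16799760), 9061555 to 12678743 at E-L 36 (median 9837224) and 8471931 to 10957097 at E-L 38 (median 10635930). Those in the ‘Victoria’ winter season berries were 5624449 to 9397265 at E-L 35 (median 7634470), 9719261 to 11128820 at E-L 36 (median 9723364) and 7870429 to 9646560 at E-L 38 (median 9412256). The ‘Muscat Hamburg’ summer season berries had totals of 13525268 to 14008346 at E-L 35 (median 13800708), 9855074 to 11139820 at E-L 36 (median 10153847) and 10006763 to 12287158 at E-L 38 (median 10164537). The ‘Muscat Hamburg’ winter season berries had totals of 8705162 to 11007936 at E-L 35 (median 10563887), 11207531 to 11528625 at E-L 36 (median 11265650) and 8607368 to 11936169 at E-L 38 (median 11292463). At E-L 35, every summer season library of either variety had a higher total than every winter season library of that variety.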

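The estimated counts were rounded to whole numbers, scaled by edgeR's TMM method and filtered by edgeR's filterByExpr, which kept 19736 of the 28119 genes listed in any library. All 36 libraries were fitted together with 12 groups. The winter season berries were compared with the summer season berries within each variety and stage, so a positive log2 fold change stands for higher expression in the winter season berries. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. The thresholds were those of the paper, an adjusted p of at most 0.05 and a fold change of at least 2. The paper names DESeq2 as its tool. A group whose 3 libraries all held 3 counts or fewer was treated as at the limit of detection, and a fold change against it is a lower bound. Estimated counts that are not whole numbers were found for 32 of the 64 genes of Supplementary Table S2, and the values of these genes are uncertain where reads are shared with near-identical copies. Genes are given by the identifiers of the deposited values, without coordinates. In the ‘Muscat Hamburg’ grapes, 820 genes were upregulated and 367 downregulated in the winter season berries at E-L 35, 1935 and 1771 at E-L 36, and 1757 and 2182 at E-L 38. The corresponding numbers in the ‘Victoria’ grapes were 1665 and 1751 at E-L 35, 1965 and 2689 at E-L 36, and 2142 and 3142 at E-L 38. Dropping the fold change condition moved these totals most, to 3505 genes for ‘Muscat Hamburg’ at E-L 35 and 10751 genes for ‘Victoria’ at E-L 38. Scaling by library size alone moved the median log2 fold change of all genes in ‘Victoria’ at E-L 35 from -0.01 to -0.17 and gave 1326 upregulated and 2318 downregulated genes. With limma on log2(FPKM + 0.1), the median was -0.18 and the numbers were 1185 and 2344.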

The biosynthesis of flavonoids shared the common upstream pathway through phenylalanine to dihydrokaempferol. Some important enzymes such as phenylalanine ammonia-lyase (PAL), cinnamate 4-hydroxylase (C4H), 4-coumarate: CoA ligase (4CL), chalcone synthase (CHS), chalcone isomerase (CHI), flavanone 3-hydroxylase (F3H) were all involved in this part [24]. In the ‘Muscat Hamburg’ grapes, almost all the genes had higher expressions in the winter season berries than in the summer season berries in the upstream pathway. 

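Of the 64 genes of Supplementary Table S2, 23 belong to the upstream pathway from PAL to F3H. PAL copies are the largest family among them, several with neighbouring identifiers. Counts of upstream genes, here and below, are therefore not counts of separate pathway steps. In the ‘Muscat Hamburg’ grapes, 15 of them passed the threshold at E-L 35 and 20 at E-L 36 with higher expression in the winter season berries. The number with lower expression was 0 at both stages, and also 0 at an unadjusted p under 0.05. By direction alone, 22 genes were higher at E-L 35 and 23 at E-L 36. When adjusted over the list alone, 16 and 20 genes passed, but the study chose the list on these samples, so this count is not independent evidence. The alternative that moved the E-L 36 number most kept only genes with at least 10 counts in every library, and 14 upstream genes then passed. This filter leaves genes that are low in any library of either variety untested, so the smaller number need not be a loss of the difference. Among the fits that each left out 1 library, the lowest number was 16, without summer season replicate 3. VviPAL (VIT_216s0039g01100) had an FPKM of 0.997 ± 0.56 in the summer and 5.99 ± 0.358 in the winter season berries at E-L 35 (SD, n = 3), a log2 fold change of 2.52 (standard error 0.64, adjusted p = 0.00631 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E-L 36 its FPKM was 6.62 ± 2.08 and 25.1 ± 9.07, a log2 fold change of 1.82 (standard error 0.53, adjusted p = 0.00654 from the same test). Its counts were not whole numbers in 36 of the 36 libraries, so its values are uncertain where reads are shared with related copies. For Vvi4CL (VIT_211s0052g01090), the FPKM rose from 3.87 ± 0.801 to 13.7 ± 1.35 at E-L 35 (log2 fold change 1.71, standard error 0.43, adjusted p = 0.00552 from the same test). Its rise at E-L 36 was from 4.19 ± 0.64 to 27.9 ± 11.9 (log2 fold change 2.55, standard error 0.43, adjusted p = 2.35e-05 from the same test).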

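At harvest (E-L 38), 14 of the 23 upstream genes passed the threshold with higher expression in the ‘Muscat Hamburg’ winter season berries and 0 with lower expression. At an unadjusted p under 0.05, 19 were higher and 0 lower. The direction alone was positive for 21 genes. Over the 3 stages, 22 upstream genes were upregulated at some stage and 11 at each stage. VviPAL had a log2 fold change of 1.88 (standard error 0.56, adjusted p = 0.00699 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an FPKM of 3.6 ± 1.94 in the summer and 12.6 ± 4.6 in the winter season berries (SD, n = 3). For Vvi4CL it was 1.56 (standard error 0.42, adjusted p = 0.00307 from the same test), from 6.45 ± 2.68 to 18.1 ± 4.64 FPKM.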

Even at E-L 38, these genes still had higher expression in the winter season berries. 

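For the ‘Victoria’ grapes, 21 of the 23 upstream genes, many of them PAL copies, were upregulated in the winter season berries at E-L 35 and 0 downregulated. At an unadjusted p under 0.05 these numbers were 22 and 0. At E-L 36, 6 were upregulated and 2 downregulated, and at E-L 38, 5 and 3. No downregulated gene was left at E-L 36 when winter season replicate 1, 2 or 3 of that stage was left out, against 3 lower genes at an unadjusted p under 0.05 with all libraries. At E-L 38, no downregulated gene was left without summer season replicate 1 or 3 or without winter season replicate 2 or 3, and 4 were downregulated without winter season replicate 1, against 4 lower genes at an unadjusted p under 0.05 with all libraries. Of the 22 upstream genes upregulated at E-L 35 or E-L 36, 3 were downregulated, 5 upregulated and 14 not past the threshold at E-L 38, where 13 upstream genes had a negative log2 fold change. The log2 fold change of VviPAL (VIT_216s0039g01100) was 3.21 at E-L 35 (standard error 0.54, adjusted p = 2.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an FPKM of 5.39 ± 1.1 in the summer and 44.7 ± 23.1 in the winter season berries (SD, n = 3). It was -0.15 at E-L 36 (standard error 0.51, adjusted p = 0.829 from the same test), where the summer season libraries spread from 1.35 to 23.02 FPKM and the value became 0.23 without summer season replicate 2 and 0.22 without summer season replicate 3. Its E-L 38 value was -0.98 (standard error 0.54, adjusted p = 0.129 from the same test), with 11 ± 2.79 against 5.73 ± 1.89 FPKM. Vvi4CL (VIT_211s0052g01090) had a log2 fold change of 2.80 at E-L 35 (standard error 0.42, adjusted p = 5.58e-06 from the same test), from 6.22 ± 3.04 to 40.5 ± 18.3 FPKM.
The expression of Vvi4CL in the winter season berries fell by 1.00 at E-L 36 on the log2 scale (standard error 0.41, adjusted p = 0.0397 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change was -1.08 at E-L 38 (standard error 0.42, adjusted p = 0.0293). The E-L 36 value was not past the threshold under 8 of 16 alternatives, with -0.51 without summer season replicate 2. Without summer season replicate 1 it was -1.44. The E-L 38 value was not past the threshold under 7 of 16 alternatives, with -0.85 without winter season replicate 2. Without winter season replicate 1 it was -1.48. The change of the season effect from E-L 35 to E-L 38 in the ‘Victoria’ grapes was -4.19 for VviPAL (standard error 0.76, adjusted p = 6.38e-05 from the same test) and -3.88 for Vvi4CL (standard error 0.59, adjusted p = 5.73e-06). In the same comparison, 19 upstream genes passed the threshold with a fall and 0 with a rise, and at an unadjusted p under 0.05 these numbers were 20 and 0.

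**Figure D1:**
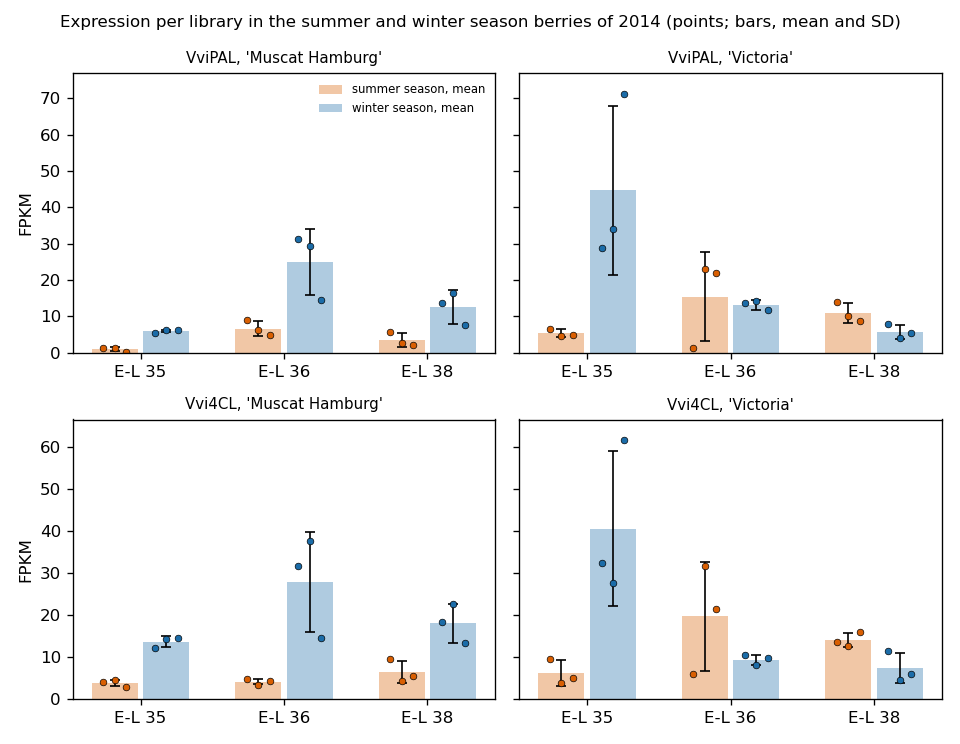
Expression of VviPAL (top) and Vvi4CL (bottom) in FPKM (vertical axis) at E-L 35, E-L 36 and E-L 38 (horizontal axis) in the summer and winter season berries, with the ‘Muscat Hamburg’ grapes on the left and the ‘Victoria’ grapes on the right. Points are the 3 libraries of a group, bars their mean and error bars the SD, drawn no lower than 0, and the summer season libraries of VviPAL in ‘Victoria’ at E-L 36 lie between 1.35 and 23.02.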

In the ‘Victoria’ grapes, the selected differentially expressed genes had higher expressions at E-L 35 and/or at E-L 36, while downregulated at E-L 38, such as *VviPAL* (VIT_216s0039g01100) and *Vvi4CL* (VIT_211s0052g01090). Flavonoid 3′-hydroxylase (F3′H) and flavonoid 3′5′-hydroxylase (F3′5′H) were involved in the two branch pathways of catalyzing the synthesis of the 3′-substituted and the 3′5′-substituted flavonoids, respectively. There were two *VviF3′Hs* (VIT_203s0063g01690 and VIT_209s0002g01090) selected as the differentially expressed genes in the summer and the winter berries in the two varieties. Both of the two selected *VviF3′Hs* had higher expression in the winter season berries, especially VIT_203s0063g01690, which had a higher expression at E-L 35, E-L 36 and E-L 38. 

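VIT_203s0063g01690 passed the threshold in all 6 comparisons of variety and stage. In ‘Muscat Hamburg’ its log2 fold change was 2.19 at E-L 35 (standard error 0.54, adjusted p = 0.00549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.73 at E-L 36 (standard error 0.61, adjusted p = 1.48e-05) and 3.28 at E-L 38 (standard error 0.71, adjusted p = 0.000406). In ‘Victoria’ the values from the same test were 1.99 (standard error 0.54, adjusted p = 0.00441), 3.60 (standard error 0.59, adjusted p = 1.17e-05) and 4.87 (standard error 0.67, adjusted p = 5.93e-07). Its FPKM in the ‘Victoria’ berries at E-L 38 was 0.88 ± 0.63 in the summer and 26.4 ± 19.1 in the winter season (SD, n = 3), with winter season libraries from 4.4 to 37.78. Counts of this gene were not whole numbers in 34 of the libraries, and its values are uncertain where reads are shared with related copies. VIT_209s0002g01090 was upregulated in ‘Muscat Hamburg’ at E-L 36 (log2 fold change 1.53, standard error 0.29, adjusted p = 0.000132 from the same test), from 18.5 ± 2.66 to 56.7 ± 10.5 FPKM. It was also upregulated in ‘Victoria’ at E-L 35 (1.73, standard error 0.29, adjusted p = 3.14e-05 from the same test), from 20.8 ± 3.87 to 62.1 ± 7.77 FPKM. In ‘Muscat Hamburg’ at E-L 35 it was -0.26 (standard error 0.29, adjusted p = 0.593 from the same test), with 46.5 ± 3.52 FPKM in the summer and 40.4 ± 3.17 in the winter season berries. At E-L 38 it was 0.32 in ‘Muscat Hamburg’ and 0.36 in ‘Victoria’, with adjusted p = 0.385 and 0.328 from the same test. In ‘Victoria’ at E-L 36 it was 0.65 (adjusted p = 0.0646 from the same test). This value became 1.15, past the threshold, without summer season replicate 3, and 0.20 without summer season replicate 1. The difference between the varieties at E-L 35 (‘Muscat Hamburg’ minus ‘Victoria’) was -1.99 (standard error 0.41, adjusted p = 0.00123 from the same test).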

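The VviF3′5′Hs of Supplementary Table S2 were VIT_206s0009g02810, VIT_206s0009g02830, VIT_206s0009g02840, VIT_206s0009g02970, VIT_206s0009g03000 and VIT_206s0009g03010. Their counts were not whole numbers in 15 to 27 of the libraries, so the value of each single gene is uncertain where reads are shared between copies. In ‘Muscat Hamburg’, VIT_206s0009g02830 was upregulated in the winter season berries at E-L 35 (1.31, standard error 0.36, adjusted p = 0.0119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), E-L 36 (1.11, standard error 0.38, adjusted p = 0.0183) and E-L 38 (1.20, standard error 0.34, adjusted p = 0.0047) on the log2 scale. It no longer passed at E-L 35 without summer season replicate 1 (1.11), summer season replicate 3 (1.28) or winter season replicate 2 (1.19). At E-L 36 it no longer passed without summer season replicate 2 (1.01) or winter season replicate 1 (0.96), with limma on log2(FPKM + 1) (0.98) or with every library thinned to the lowest total (0.96), an alternative chosen after the library totals were seen. With limma on log2(FPKM + 0.1) it passed at none of these stages (1.36, 1.15 and 1.12). VIT_206s0009g02840 was 2.33 at E-L 35 and not past the threshold, but passed there with limma on log2(FPKM + 0.1) (2.21) and in a fit of only the libraries compared (2.31). It was at least 10.1-fold higher at E-L 36, where the summer season libraries held 0 counts and the winter season libraries 19.89 to 45.73. At E-L 38 its log2 fold change was 3.60 (standard error 0.75, adjusted p = 0.000503 from the same test). VIT_206s0009g03010 passed at E-L 35 (1.67, standard error 0.34, adjusted p = 0.00104 from the same test), but not with limma on log2(FPKM + 0.1) (1.70). It was 0.93 at E-L 36, and past the threshold at 1.01 with library size alone, 1.21 without summer season replicate 3 and 1.02 without winter season replicate 2. At E-L 38 it was 0.88, and past the threshold at 1.04 without summer season replicate 1. VIT_206s0009g03000 passed at E-L 36 (1.54, standard error 0.49, adjusted p = 0.0134 from the same test), but not without winter season replicate 2 (1.34) or with limma on log2(FPKM + 0.1) (1.52). Its E-L 38 value of 0.65 rose to 1.22, past the threshold, without summer season replicate 1. VIT_206s0009g02810 passed at E-L 38 (3.39, standard error 0.95, adjusted p = 0.00553 from the same test), with winter season libraries from 4.39 to 24.67 FPKM, but not without winter season replicate 3 (2.48) or with DESeq2 (3.37). At E-L 35, VIT_206s0009g03000 (1.22) and VIT_206s0009g02810 (1.37) were not past the threshold, but passed in a fit of only the libraries compared (1.23 and 1.36). VIT_206s0009g02970 passed at no stage, with 2.79 at E-L 35 (standard error 1.34, adjusted p = 0.164 from the same test; 2.80 and past the threshold in a fit of only the libraries compared), and its 0.61 at E-L 38 became -1.40 without winter season replicate 2.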

As for F3′5′H, six *VviF3′5′Hs* were differentially expressed in the summer and the winter season berries in the ‘Muscat Hamburg’ grapes, while the *VviF3′5′Hs* were almost not expressed in the ‘Victoria’ grapes (Supplementary Table S2). Different from the red grape varieties, the extremely low expressions of *VviF3′5′Hs* in the white grapes suggested that the enzyme flavonoid 3′,5′-hydroxylase was not expressed in their skins [23,25].

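In the ‘Victoria’ groups, the mean FPKM of the VviF3′5′Hs lay between 0 and 0.607, against 33.7 ± 5.18 (SD, n = 3) for VIT_206s0009g03010 in the ‘Muscat Hamburg’ winter season berries at E-L 38. The highest ‘Victoria’ mean, 0.607 ± 0.25 FPKM, was that of VIT_206s0009g02840 in the winter season berries at E-L 35, whose libraries held 5.43 to 15.1 counts. VIT_206s0009g02830 reached 0.573 ± 0.405 FPKM in the summer season berries at E-L 35, from 4.9 to 14.69 counts. VIT_206s0009g02810 and VIT_206s0009g02970 had 0 counts in all ‘Victoria’ libraries at E-L 36, and were not detectable at this depth.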

The downstream pathway of the flavonoid metabolism included multiple branches. The main related enzymes in these branches included flavonol synthase (FLS), dihydroflavonol reductase (DFR), leucoanthocyanidin dioxygenase (LDOX), leucoanthocyanidin reductase (LAR), anthocyanidin reductase (ANR) and UDP glucose: flavonoid 3-*O*-glycosyltransferase (UFGT). FLS was the key enzyme in the biosynthesis of flavonols. Among the five known *VviFLSs*, only *VviFLS4* (VIT_218s0001g03470) and *VviFLS5* (VIT_218s0001g03430) were reported to express in grapes [26]. In the present study, *VviFLS4* had a low expression in the ‘Muscat Hamburg’ grapes while it had a higher expression in the 2014 winter season of the ‘Victoria’ grapes (Supplementary Table S2). 

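VviFLS4 had an FPKM of 0.0867 ± 0.0635 in the summer and 0.12 ± 0.106 in the winter season ‘Muscat Hamburg’ berries at E-L 35 (SD, n = 3), with no library above 3 counts. In ‘Muscat Hamburg’ at E-L 36 it was 0 in the summer and 2.36 ± 0.281 in the winter season, and at E-L 38 0.367 ± 0.348 and 1.18 ± 0.27. The ‘Victoria’ winter season berries had 9.74 ± 5.27 FPKM at E-L 35, 43.8 ± 1.92 at E-L 36 and 5.39 ± 3.41 at E-L 38. The ‘Victoria’ summer season berries had 0.477 ± 0.826, 3.59 ± 5.5 and 1.82 ± 0.915 FPKM at these stages. At E-L 35, ‘Victoria’ summer season replicate 1 held 34 counts and replicates 2 and 3 held 0 and 0. At E-L 36, replicate 1 had 9.94 FPKM, against 0.47 and 0.36 in replicates 2 and 3.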

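In ‘Muscat Hamburg’, VviFLS4 (VIT_218s0001g03470) passed the threshold at E-L 36, at least 10.9-fold higher in the winter season berries (adjusted p = 0.00508 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E-L 38 its log2 fold change was 1.64 (standard error 1.21, adjusted p = 0.283 from the same test), and a fit of only the libraries of that comparison put it past the threshold at 1.65. In ‘Victoria’ it was 4.49 at E-L 35 (standard error 0.90, adjusted p = 0.000265 from the same test), 3.53 at E-L 36 (standard error 0.74, adjusted p = 0.000278) and 1.52 at E-L 38 (standard error 0.83, adjusted p = 0.123). Without summer season replicate 1, the E-L 36 value was 6.77 and the remaining summer season libraries at E-L 35 held 0 counts. The fit of only the libraries of the comparison put ‘Victoria’ at E-L 38 past the threshold at 1.51. VviFLS5 (VIT_218s0001g03430) rose by 0.77 at E-L 35 (standard error 0.20, adjusted p = 0.00886 from the same test), 0.23 at E-L 36 (standard error 0.20, adjusted p = 0.377) and 1.87 at E-L 38 (standard error 0.20, adjusted p = 2.03e-08) in ‘Muscat Hamburg’, and the last of these reached a fold change of 2. Its ‘Muscat Hamburg’ FPKM at E-L 38 was 35.7 ± 6.32 in the summer and 126 ± 27.8 in the winter season berries (SD, n = 3). In ‘Victoria’ the rise from the same test was 0.67 (standard error 0.22, adjusted p = 0.0142), 3.01 (standard error 0.22, adjusted p = 1.98e-11) and 5.54 (standard error 0.26, adjusted p = 8.7e-16), and the FPKM at E-L 38 went from 2.22 ± 1.56 to 110 ± 5.08. The season effect on VviFLS5 differed between the varieties (‘Muscat Hamburg’ minus ‘Victoria’) by -2.78 at E-L 36 (standard error 0.30, adjusted p = 2.19e-07 from the same test) and by -3.67 at E-L 38 (standard error 0.32, adjusted p = 1.05e-08).

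**Figure D2:**
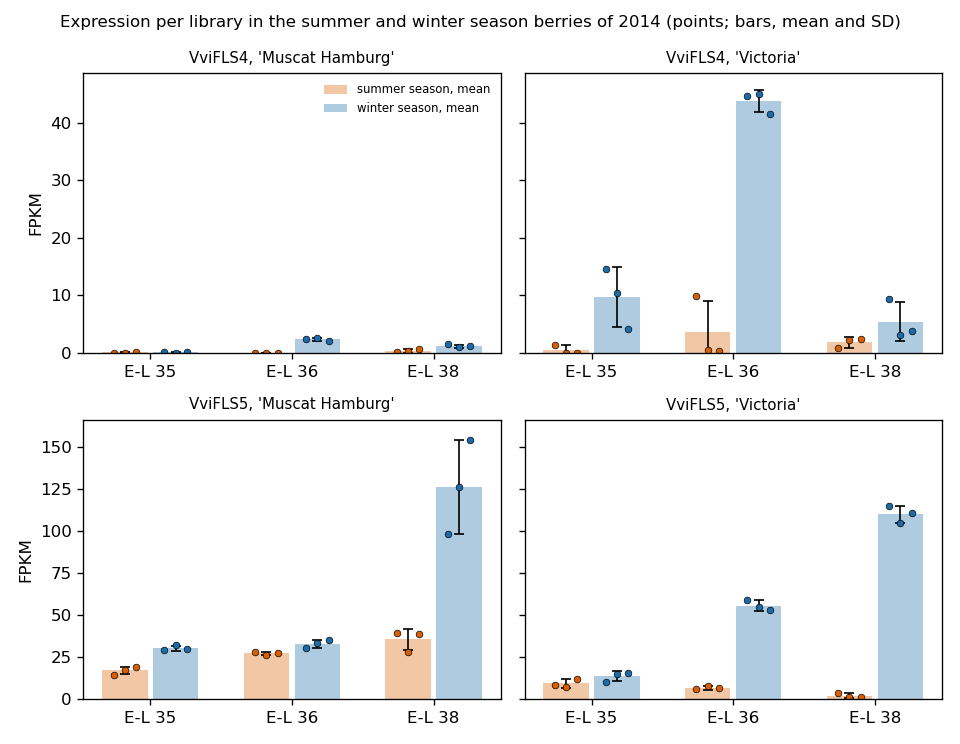
Expression of VviFLS4 (top) and VviFLS5 (bottom) in FPKM (vertical axis) at E-L 35, E-L 36 and E-L 38 (horizontal axis) in the summer and winter season berries, with the ‘Muscat Hamburg’ grapes on the left and the ‘Victoria’ grapes on the right. Points are the 3 libraries of a group, bars their mean and error bars the SD, drawn no lower than 0, and the winter season mean of VviFLS5 at E-L 38 stands at 126 in ‘Muscat Hamburg’ and 110 in ‘Victoria’.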

Compared to the summer season berries, the winter season berries had higher expressions of *VviFLS4* and *VviFLS5* than the summer season berries in both varieties. LAR and ANR were key enzymes in the production of the flavan-3-ol monomers required for the formation of proanthocyanidin polymers [27]. 

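VviANR (VIT_200s0361g00040) was upregulated in the winter season berries at E-L 35 in both varieties. The log2 fold change was 1.88 in ‘Muscat Hamburg’ (standard error 0.37, adjusted p = 0.00069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 2.09 ± 0.29 to 7.86 ± 0.366 FPKM (SD, n = 3). It was 1.75 in ‘Victoria’ (standard error 0.41, adjusted p = 0.0011 from the same test), from 0.823 ± 0.208 to 2.46 ± 1.03 FPKM, and 0.89, under the fold change condition, with limma on log2(FPKM + 1). At E-L 36 it was -0.20 in ‘Muscat Hamburg’ (adjusted p = 0.744 from the same test) and became 0.21 without summer season replicate 2. In ‘Victoria’ it was -1.17 (standard error 0.48, adjusted p = 0.0449 from the same test), and not past the threshold under 7 of 15 alternatives, with -0.61 without summer season replicate 1, -0.88 without winter season replicate 1 and -1.27 without winter season replicate 2. At E-L 38 the values were 0.74 in ‘Muscat Hamburg’ (standard error 0.48, adjusted p = 0.219 from the same test) and -0.71 in ‘Victoria’ (standard error 0.51, adjusted p = 0.247), and the latter became -1.94, past the threshold, without winter season replicate 1. Mean FPKM values at E-L 36 and E-L 38 lay between 0.473 and 1.17.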

Two *VviLARs* and one *VviANR* were selected as the differentially expressed genes between the summer and the winter season berries. *VviLAR1* (VIT_201s0011g02960) and *VviLAR2* (VIT_217s0000g04150) were upregulated in the ‘Muscat Hamburg’ winter season berries. However, in the ‘Victoria’ grapes, *VviLAR2* was downregulated in the winter season berries. 

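VviLAR1 passed the threshold in ‘Muscat Hamburg’ at E-L 35, with a log2 fold change of 1.30 (standard error 0.25, adjusted p = 0.000451 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an FPKM of 2.36 ± 0.21 in the summer and 6.07 ± 0.879 in the winter season berries (SD, n = 3). It was -0.51 at E-L 36 (standard error 0.25, adjusted p = 0.105 from the same test). The E-L 38 value was 0.81 (standard error 0.25, adjusted p = 0.00789 from the same test), under a fold change of 2. It became 1.03, past the threshold, without winter season replicate 1, and 0.54 without winter season replicate 3. VviLAR2 passed at no stage in ‘Muscat Hamburg’. Its values from the same test were 0.34 at E-L 35 (standard error 0.32, adjusted p = 0.504), -0.38 at E-L 36 (standard error 0.34, adjusted p = 0.387) and 0.76 at E-L 38 (standard error 0.35, adjusted p = 0.0798), and the E-L 36 value became 0.05 without summer season replicate 2. Its FPKM went from 10.3 ± 1.43 to 13.7 ± 2.64 at E-L 35, from 6.44 ± 3.41 to 5.06 ± 0.778 at E-L 36 and from 3.6 ± 0.463 to 5.79 ± 0.346 at E-L 38.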

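The log2 fold change of VviLAR2 in ‘Victoria’ was -0.85 at E-L 35 (standard error 0.32, adjusted p = 0.0318 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 30.6 ± 9.35 FPKM in the summer and 14.5 ± 6.12 in the winter season berries (SD, n = 3). This was under a fold change of 2, and past it under 3 of 16 alternatives, with -1.07 without winter season replicate 2. Without summer season replicate 1 the value was -0.55. The E-L 36 value was -1.05 (standard error 0.32, adjusted p = 0.00817 from the same test), with summer season libraries from 11.96 to 23.14 FPKM against 7.71 ± 0.771 in the winter season, and no longer past the threshold without summer season replicate 1 (-0.77) or winter season replicate 1 (-0.98). By E-L 38 the value was -1.14 (standard error 0.34, adjusted p = 0.00514 from the same test), from 14.1 ± 3.61 to 5.95 ± 3.64 FPKM, and no longer past the threshold without summer season replicate 3 (-0.96), winter season replicate 2 (-0.94) or winter season replicate 3 (-0.93). VviLAR1 in ‘Victoria’ was -0.05, -0.51 and 0.35 at E-L 35, E-L 36 and E-L 38, with adjusted p = 0.901, 0.106 and 0.25 from the same test, and the first became 0.05 without summer season replicate 1, 0.06 without summer season replicate 2 and 0.09 without winter season replicate 2.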

The genes involved in the synthesis and modification of anthocyanins have been widely studied, including *VviUFGT* (VIT_216s0039g02230), *VviAOMT* (VIT_201s0010g03510) and *Vvi3AT* (VIT_203s0017g00870) [28,29,30]. These genes were only expressed in ‘Muscat’ Hamburg grapes. 

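Group means of VviUFGT lay between 20.2 ± 1.22 and 72.2 ± 2.44 FPKM (SD, n = 3) in ‘Muscat Hamburg’. In ‘Victoria’ they lay between 6.44 ± 0.145 and 10.3 ± 1.39 FPKM, and single libraries held 114 to 480 counts, above the limit of detection. Group means of VviAOMT lay between 10.2 ± 1.78 and 25.5 ± 3.11 FPKM in ‘Muscat Hamburg’ and between 0 and 0.377 ± 0.265 FPKM in ‘Victoria’. Those of Vvi3AT lay between 0.45 ± 0.113 and 2.55 ± 0.561 FPKM in ‘Muscat Hamburg’ and between 0 and 0.15 ± 0.173 FPKM in ‘Victoria’, where no library held more than 5 counts. For VviAOMT and Vvi3AT, every ‘Victoria’ group except the summer season berries at E-L 38 was at the limit of 3 counts. In that group VviAOMT had 1 to 5.85 counts and was at least 1.32-fold lower in the winter season berries (adjusted p = 0.00604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of VviAOMT were not whole numbers in 24 of the libraries, and its values are uncertain where reads are shared with related copies.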

The expressions of *VviUFGT* and *VviAOMT* were upregulated in the winter season berries, which was consistent with the coordinated expression of the upstream genes.

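In ‘Muscat Hamburg’, VviUFGT was upregulated at E-L 35, with a log2 fold change of 1.79 (standard error 0.17, adjusted p = 4.78e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value at E-L 36 was 0.45 (standard error 0.17, adjusted p = 0.0304 from the same test), from 29.2 ± 0.771 to 42.5 ± 10.5 FPKM (SD, n = 3). The value at E-L 38 was -0.17 (standard error 0.16, adjusted p = 0.424 from the same test), from 65.2 ± 5.07 to 55.5 ± 4.05 FPKM. VviAOMT was 1.27 at E-L 35 (standard error 0.28, adjusted p = 0.0022 from the same test) and 0.41 at E-L 36 (standard error 0.28, adjusted p = 0.253). At E-L 38 it was 0.99 (standard error 0.28, adjusted p = 0.0054 from the same test), from 11.2 ± 3.24 to 21.3 ± 6.89 FPKM, just under a fold change of 2. It was past the threshold at E-L 38 without summer season replicate 2 (1.28), winter season replicate 1 (1.16) or winter season replicate 2 (1.04). Without winter season replicate 3 it was 0.71. Vvi3AT passed at no stage, with 0.91, -0.85 and 0.21 and adjusted p = 0.129, 0.0778 and 0.643 from the same test, although its E-L 36 value was -1.06 and past the threshold without summer season replicate 2.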

### 3.7. Expression Profiles of Flavonoid Related Transcription Factors

In addition to the structural genes that encode enzymes in the flavonoid pathway, the related regulatory genes that control the transcription of these biosynthetic genes were also analyzed, as shown in Figure 7. 

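Supplementary Table S2 holds 18 regulatory genes. In ‘Muscat Hamburg’, 5 were upregulated and 0 downregulated in the winter season berries at E-L 35, 5 and 3 at E-L 36, and 1 and 1 at E-L 38. In ‘Victoria’ these numbers were 5 and 0, 5 and 1, and 3 and 1. At an unadjusted p under 0.05, 2 regulatory genes were lower at E-L 35 in ‘Muscat Hamburg’ and 1 in ‘Victoria’. The numbers were the same when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Dropping the fold change condition moved them most, to 8 upregulated and 2 downregulated in ‘Muscat Hamburg’ at E-L 38. Without ‘Muscat Hamburg’ winter season replicate 1, the total at E-L 38 went from 2 to 4, and without summer season replicate 3 to 3. The downregulated gene in ‘Victoria’ at E-L 36 did not pass without summer season replicate 2 or 3, or winter season replicate 2 or 3.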

Genes of the MYBA family were involved in regulating the anthocyanin biosynthesis in the grapes via regulating the expression of the UFGT gene [31,32]. *MYBA2* and *MYBA3* were expressed in both ‘Muscat Hamburg’ and ‘Victoria’ grapes and upregulated in the winter season berries, while *MYBA1* was only expressed in ‘Muscat Hamburg’ grapes and upregulated in the winter season berries. 

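MYBA1 (VIT_202s0033g00410) was upregulated in the ‘Muscat Hamburg’ winter season berries at E-L 35 (log2 fold change 1.58, standard error 0.28, adjusted p = 0.00028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 16.1 ± 2.39 to 49.8 ± 3.84 FPKM (SD, n = 3). At E-L 36 it rose by 2.13 (standard error 0.28, adjusted p = 1.71e-06 from the same test), from 14.6 ± 3.52 to 67.1 ± 4.4 FPKM. Its 0.26 at E-L 38 (standard error 0.28, adjusted p = 0.465 from the same test) was not past the threshold. The ‘Victoria’ group means of MYBA1 were at most 0.21 ± 0.364 FPKM, and no library held more than 6.72 counts. MYBA2 (VIT_202s0033g00390) rose in ‘Muscat Hamburg’ by 1.24 (standard error 0.29, adjusted p = 0.00292 from the same test), 2.48 (standard error 0.30, adjusted p = 1.5e-07) and 0.51 (standard error 0.28, adjusted p = 0.149) at E-L 35, E-L 36 and E-L 38. In ‘Victoria’ it rose from the same test by 5.24 (standard error 0.36, adjusted p = 2.23e-11), 3.00 (standard error 0.30, adjusted p = 4e-09) and 1.06 (standard error 0.29, adjusted p = 0.00263). The E-L 38 value in ‘Victoria’ fell under a fold change of 2 without summer season replicate 2 (0.98), summer season replicate 3 (0.83), winter season replicate 2 (0.97) or winter season replicate 3 (0.91). MYBA3 (VIT_202s0033g00450) passed in all 6 comparisons, with 2.27, 3.55 and 1.38 in ‘Muscat Hamburg’ and 6.58, 3.58 and 1.39 in ‘Victoria’, and adjusted p from 7.75e-11 to 0.0034 from the same test. At E-L 35 its summer season FPKM was 35.2 ± 2.25 in ‘Muscat Hamburg’ and 1.36 ± 0.303 in ‘Victoria’, and its winter season FPKM 177 ± 6.72 and 118 ± 31.8. The season effect at E-L 35 differed between the varieties (‘Muscat Hamburg’ minus ‘Victoria’) by -4.00 for MYBA2 (standard error 0.44, adjusted p = 1e-06 from the same test) and by -4.30 for MYBA3 (standard error 0.59, adjusted p = 1.59e-05). Counts of MYBA2 and MYBA3 were not whole numbers in 36 of the libraries and those of MYBA1 in 22, so their values are uncertain where reads are shared among copies.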

The regulators named *VviMYBPA1*, *VviMYB5a*, *VviMYB5b* and *VviMYBC2-L1* were involved in the regulation of the proanthocyanidin-specific biosynthesis [33,34,35,36]. In the winter season berries, the expressions of *VviMYB5a* and *VviMYB5b* were upregulated in both varieties, while *VviMYBPA1* was downregulated at E-L 36 in the ‘Muscat Hamburg’ grapes. Similarly, the *VviMYBPA1* expression was also found to be upregulated with high temperatures [37], which was in agreement with our study. 

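VviMYB5a (VIT_208s0007g07230) was upregulated in ‘Muscat Hamburg’ at E-L 36, with a log2 fold change of 1.50 (standard error 0.29, adjusted p = 0.000114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an FPKM of 2.96 ± 0.827 in the summer and 8.92 ± 2.41 in the winter season berries (SD, n = 3). In ‘Muscat Hamburg’ it was -0.35 at E-L 35 (adjusted p = 0.401 from the same test) and 0.87 at E-L 38 (adjusted p = 0.0228), and the latter was 1.00 and past the threshold without winter season replicate 1. The ‘Victoria’ values were -0.26, 0.70 and 0.01 at E-L 35, E-L 36 and E-L 38, with adjusted p = 0.446, 0.0304 and 0.99 from the same test, and the last was -0.33 without summer season replicate 3 and -0.10 without winter season replicate 1. VviMYB5b (VIT_206s0004g00570) stayed under a fold change of 2 in all 6 comparisons. Its values were -0.02, 0.10 and 0.66 in ‘Muscat Hamburg’ (adjusted p = 0.923, 0.465 and 9.47e-06 from the same test). In ‘Victoria’ they were 0.26, 0.96 and 0.72 (adjusted p = 0.059, 2.56e-08 and 1.79e-06 from the same test). Without ‘Victoria’ summer season replicate 1 the E-L 36 value was 1.02, past the threshold, and the E-L 35 value in ‘Muscat Hamburg’ was 0.01 without summer season replicate 2. VviMYBPA1 (VIT_215s0046g00170) was -1.82 in ‘Muscat Hamburg’ at E-L 36 (standard error 0.52, adjusted p = 0.00554 from the same test), from 4.62 ± 2.06 to 1.37 ± 0.327 FPKM. In ‘Muscat Hamburg’ it was 0.15 at E-L 35 (adjusted p = 0.853 from the same test) and -0.24 at E-L 38 (adjusted p = 0.71), the latter turning to 0.03 without winter season replicate 2. In ‘Victoria’ it was upregulated at E-L 35 (1.32, standard error 0.44, adjusted p = 0.0184 from the same test), but not without summer season replicate 2 (0.99), summer season replicate 3 (1.16) or winter season replicate 1 (0.99). At E-L 36 and E-L 38 the ‘Victoria’ values were -0.91 and 0.41 (adjusted p = 0.143 and 0.561 from the same test), and the latter was -0.60 without winter season replicate 1.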

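VviMYBC2-L1 (VIT_201s0011g04760) did not reach a fold change of 2 in any of the 6 comparisons. At E-L 35 it was higher in the winter season berries by 0.82 on the log2 scale in ‘Muscat Hamburg’ (standard error 0.25, adjusted p = 0.02 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 13.6 ± 1.02 to 24.9 ± 1.69 FPKM (SD, n = 3). In ‘Victoria’ it was higher by 0.96 (standard error 0.25, adjusted p = 0.00262 from the same test), from 16 ± 1.9 to 28.1 ± 8.75 FPKM, and past the threshold without summer season replicate 3 (1.06) or winter season replicate 3 (1.15). At E-L 36 it was 0.17 in ‘Muscat Hamburg’ (adjusted p = 0.634 from the same test) and -0.48 in ‘Victoria’ (adjusted p = 0.124), which became 0.12 without ‘Victoria’ summer season replicate 1. At E-L 38 it was -0.04 in ‘Muscat Hamburg’ (adjusted p = 0.925 from the same test), which became 0.02 without summer season replicate 1 and 0.00 without winter season replicate 2. In ‘Victoria’ at E-L 38 it was -0.71 (standard error 0.25, adjusted p = 0.0197 from the same test), from 18.2 ± 4.5 to 11.4 ± 2.28 FPKM. The difference between the varieties (‘Muscat Hamburg’ minus ‘Victoria’) was -0.14 at E-L 35 (standard error 0.35, adjusted p = 0.836 from the same test), 0.64 at E-L 36 (standard error 0.36, adjusted p = 0.227) and 0.67 at E-L 38 (standard error 0.36, adjusted p = 0.206), none of them past the threshold. The first of these became 0.08 without ‘Victoria’ winter season replicate 2.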

*VviMYBC2-L1* was a negative repressor of the proanthocyanidin biosynthesis but showed opposite trends in the two varieties in terms of the winter vs. the summer season. The regulator of *VviMYBF1* was involved in the regulation of flavonol biosynthesis, which could induce the expression of flavonol synthase (VviFLS1/VviFLS4), a key step of the initial flavonol pathway [38]. However, *VviMYBF1* was downregulated in winter berries in both of ‘Muscat Hamburg’ and ‘Victoria’ grapes, which showed opposite trends to the upregulated *VviFLS4* and higher flavonol concentration in the winter season berries. 

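The log2 fold change of VviMYBF1 (VIT_207s0005g01210) in ‘Muscat Hamburg’ was -0.16 at E-L 35 (standard error 0.38, adjusted p = 0.818 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -2.02 at E-L 36 (standard error 0.57, adjusted p = 0.00537) and 0.44 at E-L 38 (standard error 0.76, adjusted p = 0.672). The E-L 36 difference, 0.92 ± 0.586 against 0.24 ± 0.0346 FPKM (SD, n = 3), came from summer season libraries of 5 to 28 counts and winter season libraries of 4 to 5. It did not pass without summer season replicate 2 (-1.52) or with limma on log2(FPKM + 1) (-0.58). The E-L 38 value turned to -0.09 without summer season replicate 3 and to -0.27 without winter season replicate 3. Its ‘Victoria’ values were -0.27 at E-L 35 (standard error 0.37, adjusted p = 0.582 from the same test), -1.03 at E-L 36 (standard error 0.44, adjusted p = 0.0486) and -3.46 at E-L 38 (standard error 0.59, adjusted p = 1.54e-05). The E-L 36 value in ‘Victoria’ was not past the threshold under 10 of 15 alternatives, with -0.82 without summer season replicate 2, -0.91 without summer season replicate 3, and -0.89 without winter season replicate 2 or 3. At E-L 38 the FPKM of the ‘Victoria’ berries went from 1.95 ± 0.647 in the summer to 0.16 ± 0.151 in the winter season. The season effect at E-L 38 differed between the varieties (‘Muscat Hamburg’ minus ‘Victoria’) by 3.90 (standard error 1.01, adjusted p = 0.00778 from the same test), and by 3.19, no longer past the threshold, without ‘Muscat Hamburg’ winter season replicate 3.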

So there might be other transcription factors that play an important role in regulating *VviFLS4*. For example, *VvibZIPC22* expression was induced by ultraviolet light (UV), accompanied by the expression of *VviFLS4* and the accumulation of flavonols [39]. 

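VvibZIPC22 (VIT_207s0005g01450) had a log2 fold change of 1.23 at E-L 35 in ‘Muscat Hamburg’ (standard error 0.26, adjusted p = 0.00155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 9.56 ± 0.748 to 23.3 ± 1.7 FPKM (SD, n = 3). At E-L 36 it was 1.27 (standard error 0.26, adjusted p = 0.000232 from the same test), from 15.5 ± 9.56 to 39.4 ± 4.35 FPKM, and 0.98, under a fold change of 2, without summer season replicate 2. In ‘Victoria’ it was 1.54 at E-L 35 (standard error 0.26, adjusted p = 2.51e-05 from the same test), from 15 ± 4.34 to 39.2 ± 10 FPKM. At E-L 36 in ‘Victoria’ it was 1.93 (standard error 0.26, adjusted p = 4.38e-07 from the same test), from 21.2 ± 4.38 to 78.1 ± 1.56 FPKM. At E-L 38 the difference was -0.48 in ‘Muscat Hamburg’ (adjusted p = 0.148 from the same test) and -0.31 in ‘Victoria’ (adjusted p = 0.322), neither past the threshold.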

In the winter season berries, the expression of *VvibZIPC22* was higher than that in the summer berries at E-L 35 and E-L 36, which might lead to a higher *VviFLS4* expression.

## 4. Discussion

### 4.1. Effects of Growing Season on Anthocyanin Composition of ‘Muscat Hamburg’ Grape

Under the double cropping system, the anthocyanin concentration in the winter season berries was at least seven-fold higher than that in the summer season berries in our study. The same result was also found by previous studies [6,7]. Xu et al. [7] showed that the total anthocyanin content in ‘Kyoho’ skins in the winter season berries was about five-fold higher than the value of the corresponding summer season berries. Zhu et al. [6] reported that anthocyanin content in the winter season berries of ‘Muscat Hamburg’ could be eleven-fold higher than that in the summer season season. The vast variation between the summer and the winter season berries in the anthocyanin accumulation showed a great range of phenotypic plasticity caused by climate factors. Among all climate factors, the high-temperature effect was the most conspicuous in our study. However, a different result was found by Chou and Li [3] that anthocyanin concentration in the ‘Kyoho’ grape was not affected by the seasonal variations between the summer and winter cropping system. They inferred that the complex environmental or physiological factors might overwhelm the influence of the temperature on the anthocyanin accumulation, although the temperature of the post veraison period was also higher in the summer cropping cycle than in the winter cropping cycle in their study [3]. Furthermore, the temperature variation between the seasons in their research was not notable, while in our study, the average daily temperature in the summer season could be 9 °C higher than that in the winter season, which should be resulted from the different climates between the studies. The expressions of *VviUFGT* and *VviAOMT* were upregulated in the winter season berries, which was consistent with the coordinated expression of the upstream genes in our study. In previous studies, the expression of the *UFGT* gene was significantly down-regulated by the high temperature until the mid-ripening in the ‘Malbec’ grapes [40] and from the mid-ripening to maturity in the ‘Sangiovese’ grapes [41]. In the winter season, almost no high-temperature weather occurred, which provided beneficial conditions for the anthocyanin biosynthesis.

Among all climate factors, the temperature should also be the dominant one in affecting the proportion of each group of anthocyanins. In a previous study, Tarara et al. [42] found that higher berry temperatures led to a higher proportion of the malvidin-based anthocyanins while decreasing the cyanidin-based anthocyanins, which was in agreement with our study. Acylated anthocyanins were known to be more stable than their nonacylated counterparts [43]. In the summer season, berries suffered more high-temperature stress than those in the winter, leading to the degradation of various anthocyanins types. Among all anthocyanins, non-acylated and non-methylated anthocyanins were easily degraded, leading to a higher proportion of the acylated and the methylated anthocyanins. The same result was also found by Tarara et al. [42]. They showed that grape berries might shunt more of the available anthocyanin toward acylation in response to the temperature stress, with the potential advantage to the plant of color stability within the vacuole because of the stability of the acylated compounds. As for the increased proportion of methylated and 3′5′-hydroxylated anthocyanins in the summer berries, the increased proportion of malvidin-based anthocyanins was the cause.

### 4.2. Effects of Growing Season on Berries Flavonol Composition

Flavonol was well known to be positively correlated with sunlight exposure. The biosynthesis of flavonol was upregulated by the solar radiation, leaving a fingerprint on the flavonol profile [44]. However, in our study, although the 2015 summer season had the most abundant sunshine hours and cumulative PAR, the flavonol concentration of the summer season berries was lower than that of the winter season berries in the ‘Muscat Hamburg’ grapes. The same results were also found by Chen et al. [1] and Zhu et al. [6] that the flavonol concentration in the winter season berries was higher than those in the summer season berries. Although flavonols responses to the temperature seemed to vary depending on the experimental parameters, the studies with whole-vine and the detached berry levels reported an effect on the flavonol concentration [41,45,46]. Pastore et al. [41] reported that in a low temperature condition, the flavonol concentration in berries was three times of that in the high-temperature conditions. In the summer season, the whole vine suffered more heat stress, thus causing a general decrease in metabolism at the whole vine level. The reduced primary metabolites as flavonoid precursors could impact the downstream production of flavonols [45]. So the decrease of the flavonol concentration in the summer season berries might mainly result from the high-temperature stress, which had a greater effect than the offset from the higher light radiation in the summer season of a certain vintage. However, compared to the summer (2014 summer vs. 2015 summer) or the winter (2014 winter vs. 2015 winter) growing seasons, more sunshine hours during the growing period were associated with the higher flavonol concentration in the berries in our study. Compared to the summer season berries, the winter season berries had higher expressions of *VviFLS4* and *VviFLS5* than the summer season berries in both of the two varieties. In general, the white grapes seemed to have a lower flavonol concentration than the red grapes. Mattivi et al. [23] showed that the total amount of flavonols found after the hydrolysis of the grape extracts ranged from 3.81 to 80.37 mg/kg, with a mean of 32.46 mg/kg in the 64 tested red varieties and from 1.36 to 30.21 mg/kg, with a mean of 10.83 mg/kg in the 36 tested white varieties. However, in our study, in the 2014 winter season berries of ‘Victoria’ grapes, the total flavonol concentration could be up to 100 mg/kg FW, which might owe to the high expression of *VviFLS4* in the berries.

### 4.3. Effects of Growing Season on Berries Flavanol Composition

The influence of growing seasons on flavanols seemed to be variety dependent, which was different from the consistent influence found in the anthocyanins and flavonols accumulation in our study. Similarly, in a previous study, Zhu et al. [6] reported that the winter season berries of ‘Khoyo’ and ‘Muscat Hamburg’ had higher flavanol concentrations than the summer season berries at harvest, while no significant difference was found in the summer and the winter season berries of the ‘NW196′ grape. However, Xu et al. [7] showed that flavanols in the skin of the winter season berries were higher than those of the summer season berries for all of the cultivars they investigated. Although flavanols shared the same common upstream steps with flavonols and anthocyanins, the high temperature seemed to have a minor influence on the flavanol concentration in our study. Until now, the effect of temperature on the flavan-3-ol biosynthesis and PA accumulation was not well understood [45]. Some studies reported that no effect on the skin PAs when the high temperature treatments were applied at the whole-vine level [41,47], while other studies also reported a decrease in the skin PAs was correlated with higher temperature [48,49]. The formation of flavanols in skins mostly occurred in the early stage of the berry development, starting from the fruit-set with maximum levels observed before veraison [50]. Under the double cropping system, the summer season had less heat pressure and the winter season had a warm condition in the former stage of the berry development, which might cause little variation in the flavanol concentration between the summer and the winter season berries. *VviLAR1* (VIT_201s0011g02960) and *VviLAR2* (VIT_217s0000g04150) were upregulated in the ‘Muscat Hamburg’ winter season berries, which led to a higher flavanol concentration than the summer season berries in 2014. However, in the ‘Victoria’ grapes, *VviLAR2* was downregulated in the winter season berries, which was in agreement with the higher flavanol concentration found in the 2014 summer season berries than those in the winter season berries in the previous analysis.

## 5. Conclusions

In this study, the cool weather conditions in the winter season made the grape berries accumulate more phenolic compounds than those in the summer season under the double cropping system. Although this cropping system could avoid intense rainfall and heatwave as much as possible, the high summer season temperature still inhibited the flavonoid metabolism to a great extent. For anthocyanins, the non-acylated and non-methylated anthocyanins were easily degraded in response to the high temperature, thus leading to the higher acylated and methylated anthocyanin proportions in the summer season berries. Flavanols were more stable to the climate changes than anthocyanins and flavonols, because the flavanol concentration did not show a significant decrease in the summer season berries. Most of the genes and transcription factors related to the flavonoid biosynthesis were upregulated in the winter season berries, which was consistent with the results found in the metabolites. 

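Over the 64 genes of Supplementary Table S2, 30 were upregulated and 0 downregulated in the ‘Muscat Hamburg’ winter season berries at E-L 35, 35 and 3 at E-L 36, and 22 and 2 at E-L 38. In the ‘Victoria’ winter season berries, 34 were upregulated and 0 downregulated at E-L 35, 15 and 6 at E-L 36, and 10 and 7 at E-L 38. At an unadjusted p under 0.05, 3 genes were lower at E-L 35 in each variety. Adjusted over the list alone, the ‘Muscat Hamburg’ numbers were 33 and 0, 35 and 3, and 23 and 2, and the ‘Victoria’ numbers 34 and 0, 15 and 4, and 10 and 5. The list was chosen by the study on these samples, so these counts are not independent evidence. At 1 stage or more, 45 genes were upregulated in ‘Muscat Hamburg’ and 37 in ‘Victoria’, and 15 and 23 genes passed the threshold at no stage. The 6 downregulated genes in ‘Victoria’ at E-L 36 became 1 without winter season replicate 1 or 2 and 2 without winter season replicate 3. The 7 at E-L 38 became 3 without summer season replicate 3 or winter season replicate 2, and 4 without summer season replicate 1 or winter season replicate 3. The genes past the threshold with 1 season at the limit of detection numbered 2 in ‘Muscat Hamburg’ at E-L 36, 1 in ‘Victoria’ at E-L 35 and 2 in ‘Victoria’ at E-L 38, and 1 gene in ‘Victoria’ at E-L 36 had both seasons at it. The paper sets the higher expression of most of these genes and transcription factors in the winter season berries beside its metabolite results.

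**Figure D3:**
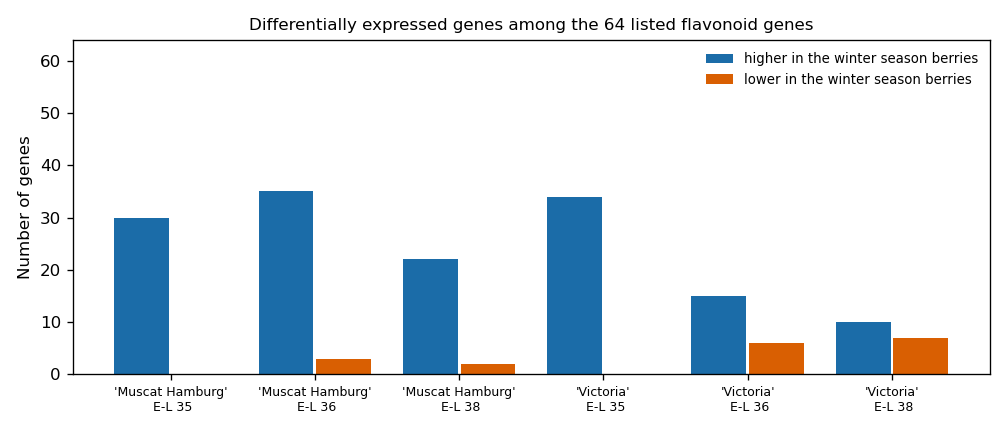
Number of the 64 genes of Supplementary Table S2 past the threshold (vertical axis) in each variety and stage (horizontal axis), higher and lower in the winter season berries. The upregulated genes go from 30 to 22 in ‘Muscat Hamburg’ and from 34 to 10 in ‘Victoria’ between E-L 35 and E-L 38.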

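The difference between the varieties in the season effect (‘Muscat Hamburg’ minus ‘Victoria’, log2 scale) was tested for both VviLARs. For VviLAR1 (VIT_201s0011g02960) it was 1.35 at E-L 35 (standard error 0.34, adjusted p = 0.00695 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.00 at E-L 36 and 0.46 at E-L 38 (standard error 0.35, adjusted p = 0.415). For VviLAR2 (VIT_217s0000g04150) it was 1.19 at E-L 35 (standard error 0.45, adjusted p = 0.0625 from the same test), 0.67 at E-L 36 (standard error 0.47, adjusted p = 0.346) and 1.90 at E-L 38 (standard error 0.49, adjusted p = 0.00728). The E-L 35 difference of VviLAR2 passed the threshold under 6 of 22 alternatives, among them scaling by library size alone (1.39) and the fit without ‘Victoria’ winter season replicate 2 (1.42). The E-L 36 difference of VviLAR1 changed its sign between the fits that each left out 1 library, with -0.24 without ‘Victoria’ summer season replicate 1 and at most 0.21.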

The variation in *VviLARs* expression between ‘Muscat Hamburg’ and ‘Victoria’ grapes might be the reason why flavanols showed different trends in response to the climate variation among seasons. The extreme weather conditions in the summer season provide possible insights into how global warming or climate changes would impact viticulture in the future.

## Figures and Tables

**Figure 1:**
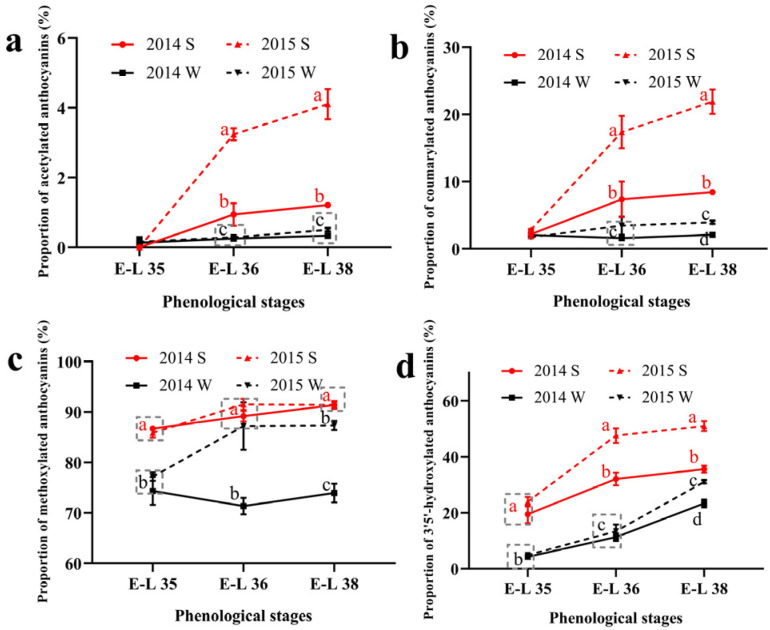
The proportion of acylated (**a**), coumarylated (**b**), methylated (**c**), and 3′5′-hydroxylated (**d**) anthocyanins in Muscat Hamburg grape in 2014 and 2015 under the double cropping system. Different letters within the same development stage indicate significant differences among seasons (Duncan’s multiple range test at *p* < 0.05).

**Figure 2:**
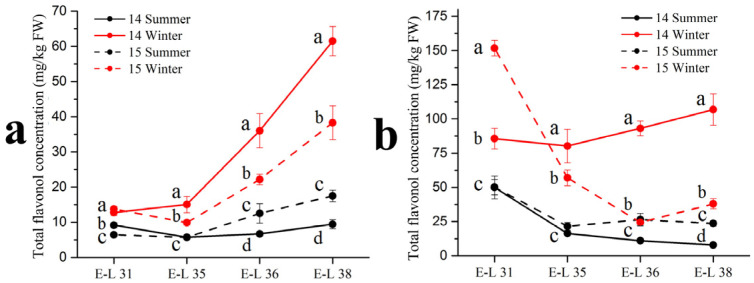
Total flavonol concentration in Muscat Hamburg grape (**a**) and Victoria grape (**b**) in 2014 and 2015 under the double cropping system. Different letters within the same development stage indicate significant differences among seasons (Duncan’s multiple range test at *p* < 0.05).

**Figure 3:**
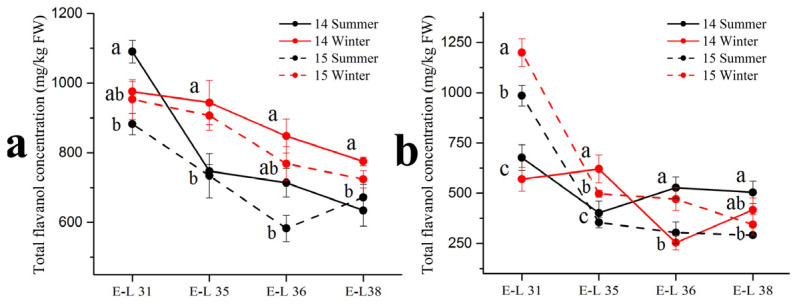
Total flavanol concentration in ‘Muscat Hamburg’ grapes (**a**) and ‘Victoria’ grapes (**b**) in 2014 and 2015 under the double cropping system. Different letters within the same development stage indicate significant differences among seasons (Duncan’s multiple range test at *p* < 0.05).

**Figure 4:**
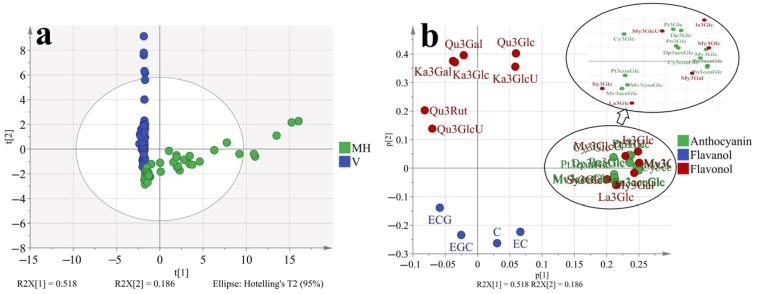
PCA (**a**, score plot; **b**, loading plot) based on the concentration of individual phenolic compounds in ‘Muscat Hamburg’ grapes and ‘Victoria’ grapes in 2014 and 2015 under the double cropping system. Dp3Glc, delphinidin-3-*O*-glucoside; Cy3Glc, cyanidin-3-*O*-glucoside; Pt3Glc, petunidin-3-*O*-glucoside; Pn3Glc, peonidin-3-*O*-glucoside; Mv3Glc, malvidin-3-*O*-glucoside, Dp3aceGlc, Delphinidin-3-*O*-acetyl-glucoside; Pn3aceGlc, peonidin-3-*O*-acetylglucoside; Mv3aceGlc, malvidin-3-*O*-acetyl-glucoside; Cy3couGlc, cyanidin-3-*O*-coumaryl-glucoside; Pt3couGlc, petunidin-3-*O*-coumaryl-glucoside; Pn3couGlc, peonidin-3-*O*-coumaryl-glucoside; Mv3couGlc, malvidin-3-*O*-coumarylglucoside; My3GlcU, myricetin-3-*O*-glucuronide; My3Gal, myricetin-3-*O*-galactoside; My3Glc, myricetin-3-*O*-glucoside; Qu3Gal, quercetin-3-*O*-galactoside; Qu3GlcU, quercetin-3-*O*-glucuronide; Qu3Rut, quercetin-3-*O*-rutinoside; Qu3Glc, quercetin-3-*O*-glucoside; La3Glc, laricitrin-3-*O*-glucoside; Ka3Gal, kaempferol-3-*O*-galactoside; Ka3GlcU, kaempferol-3-*O*-glucuronide; Ka3Glc, kaempferol-3-*O*-glucoside; Is3Glc, isorhamnetin-3-*O*-glucoside; Sy3Glc, syringetin-3-*O*-glucoside; ECG, epicatechin-3-*O*-gallate; EGC, epigallocatechin; C, catechin; EC, Epicatechin.

**Figure 5:**
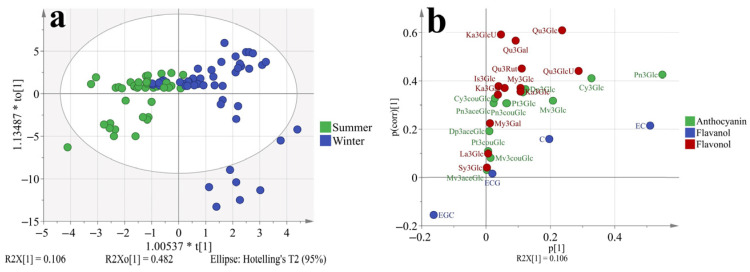
OPLS-DA (**a**, score plot; **b**, S-plot) based on the concentration of individual phenolic compounds in ‘Muscat Hamburg’ grapes and ‘Victoria’ grapes in the years of 2014 and 2015 under the double cropping system. Dp3Glc, delphinidin-3-*O*-glucoside; Cy3Glc, cyanidin-3-*O*-glucoside; Pt3Glc, petunidin-3-*O*-glucoside; Pn3Glc, peonidin-3-*O*-glucoside; Mv3Glc, malvidin-3-*O*-glucoside, Dp3aceGlc, Delphinidin-3-*O*-acetyl-glucoside; Pn3aceGlc, peonidin-3-*O*-acetylglucoside; Mv3aceGlc, malvidin-3-*O*-acetyl-glucoside; Cy3couGlc, cyanidin-3-*O*-coumaryl-glucoside; Pt3couGlc, petunidin-3-*O*-coumaryl-glucoside; Pn3couGlc, peonidin-3-*O*-coumaryl-glucoside; Mv3couGlc, malvidin-3-*O*-coumarylglucoside; My3GlcU, myricetin-3-*O*-glucuronide; My3Gal, myricetin-3-*O*-galactoside; My3Glc, myricetin-3-*O*-glucoside; Qu3Gal, quercetin-3-*O*-galactoside; Qu3GlcU, quercetin-3-*O*-glucuronide; Qu3Rut, quercetin-3-*O*-rutinoside; Qu3Glc, quercetin-3-*O*-glucoside; La3Glc, laricitrin-3-*O*-glucoside; Ka3Gal, kaempferol-3-*O*-galactoside; Ka3GlcU, kaempferol-3-*O*-glucuronide; Ka3Glc, kaempferol-3-*O*-glucoside; Is3Glc, isorhamnetin-3-*O*-glucoside; Sy3Glc, syringetin-3-*O*-glucoside; ECG, epicatechin-3-*O*-gallate; EGC, epigallocatechin; C, catechin; EC, Epicatechin.

**Figure 6:**
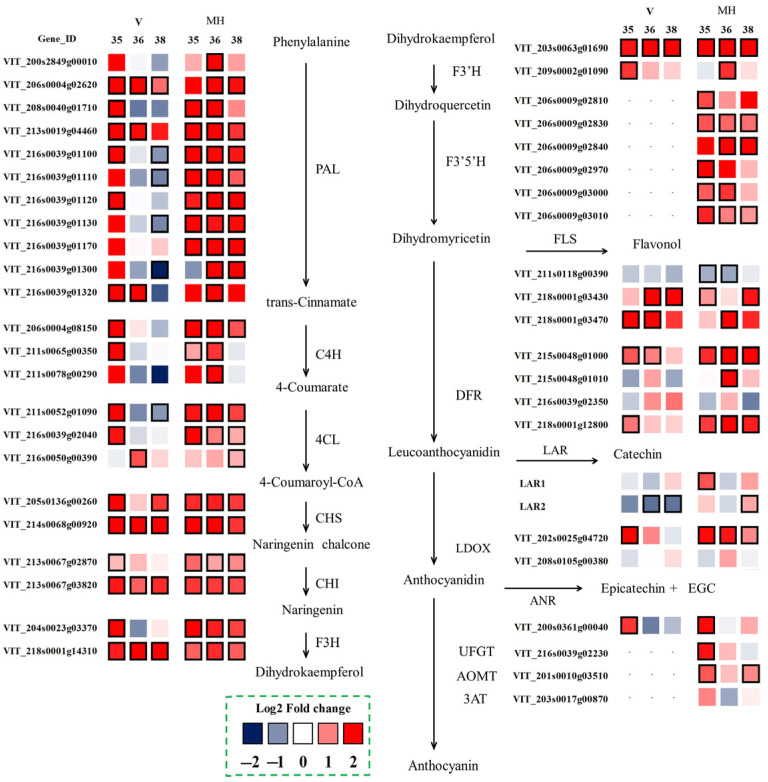
Effect of the growing season on the expression profiles of the flavonoid synthesis pathway during the development of the ‘Muscat Hamburg’ and ‘Victoria’ grapes in 2014. Heatmaps showed the log_2_ fold changes between seasons (winter season/summer season). Red block indicated higher gene expression in the winter season berries. Blue block indicated lower gene expression in the winter season berries. Boxes with bold margins indicated differentially expressed genes between the summer and the winter season berries.

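Of the 23 downstream genes in Supplementary Table S2, 10 were upregulated and 0 downregulated in the ‘Muscat Hamburg’ winter season berries at E-L 35, 10 and 0 at E-L 36, and 7 and 1 at E-L 38. At an unadjusted p under 0.05, 1 downstream gene was lower at E-L 35 and 2 at E-L 36. In the ‘Victoria’ winter season berries, 8 were upregulated and 0 downregulated at E-L 35, 4 and 3 at E-L 36, and 2 and 3 at E-L 38. At an unadjusted p under 0.05, 2 were lower in ‘Victoria’ at E-L 35. Adjusted over the list alone, 12 downstream genes were upregulated in ‘Muscat Hamburg’ at E-L 35, on a list the study chose on these samples.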

**Figure 7:**
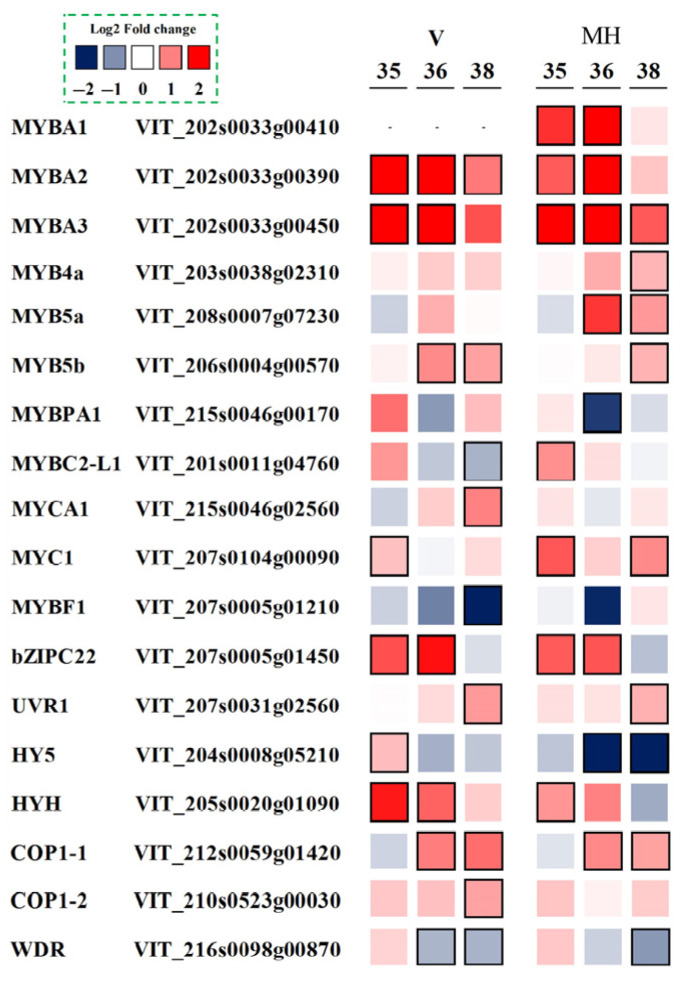
Effect of the growing season on the expression profiles of the flavonoid related transcription factors during the development of ‘Muscat Hamburg’ and ‘Victoria’ grapes in 2014. Heatmaps showed the log_2_ fold changes between seasons (winter season/summer season). Red block indicated the higher gene expression in the winter season berries. Blue block indicated the lower gene expression in the winter season berries. Boxes with bold margins indicated differentially expressed genes between the summer and the winter season berries.

**Table 1:** Meteorological data in the growing seasons of ‘Muscat Hamburg’ and ‘Victoria’ grapes in 2014 and 2015.

Year	Season	Variety	Development Stages	GDD (°C)	Average Daily Temperature (°C)	High Temperature (>35 °C) Hours	Cumulative PAR (10^3^ μmol/m^2^/s)	Cumulative Sunshine Hours (h)	Cumulative Rainfall (mm)
2014	Summer	MH and V	Stage I	1021.4	27.9	209	23.7	204.7	147.4
			Stage II	358.7	29.9	89	7.2	68.5	60.8
			Stage III	146.3	30.9	39	3.0	24.6	5.7
			Whole season	1526.4	28.6	337	33.9	297.8	213.9
	Winter	MH and V	Stage I	958.1	23.1	89	27.3	341.1	447.1
			Stage II	85.9	13.4	0	6.6	86.1	30.3
			Stage III	54.8	13.9	0	4.5	68.8	16.8
			Whole season	1098.8	19.3	89	38.4	506.3	494.2
2015	Summer	V	Stage I	968.9	28.9	205	27.5	276.5	306.8
			Stage II	443.1	31.1	96	11.0	99.8	66.2
			Stage III	262.7	31.9	61	6.8	78.8	16.0
			Whole season	1674.7	29.7	362	45.2	455.1	386.0
	Summer	MH	Stage I	1085.8	29.0	229	30.1	295.1	346.4
			Stage II	771.0	31.4	229	20.8	224.4	39.6
			Stage III	238.8	28.4	37	5.65	45.6	213.8
			Whole season	2095.6	29.7	495	56.4	565.1	599.8
	Winter	MH and V	Stage I	854.0	25.3	54	24.0	264.8	143.6
			Stage II	236.1	21.2	1	57.8	40.9	59.4
			Stage III	256.9	15.1	0	94.7	73.4	173.0
			Whole season	1347.0	20.3	55	39.2	379.1	376.0

GDD, growing degree days (based on 10 °C). PAR, photosynthetically active radiation. Stage I was from full bloom to veraison beginning; Stage II was from veraison beginning to veraison completement; Stage III was from veraison completement to harvest.

**Table 2:** Anthocyanin concentration (mg/kg FW) in ‘Muscat Hamburg’ grapes in 2014 and 2015 under the double cropping system.

Compound	2014 Summer	2014 Winter	2015 Summer	2015 Winter	S	V	S × V
Delphinidin-3-*O*-glucoside	2.1 ± 0.5c	31.6 ± 5.0a	1.0 ± 0.1d	13.1 ± 3.6b	***	***	**
Cyanidin-3-*O*-glucoside	5.1 ± 1.0c	159.4 ± 20.0a	1.5 ± 0.4d	35.6 ± 0.8b	***	***	***
Petunidin-3-*O*-glucoside	2.4 ± 0.6c	31.3 ± 5.5a	1.1 ± 0.2c	10.8 ± 2.3b	***	***	***
Peonidin-3-*O*-glucoside	48.4 ± 6.2c	395.5 ± 16.9a	12.0 ± 2.1d	223.5 ± 21.2b	***	***	***
Malvidin-3-*O*-glucoside	25.2 ± 4.6b	104.4 ± 6.7a	10.4 ± 1.1c	89.2 ± 8.6a	***	**	ns
Delphinidin-3-*O*-acetylglucoside	0.2 ± 0.0b	0.7 ± 0.1a	0.3 ± 0.1b	0.3 ± 0.0b	**	ns	**
Peonidin-3-*O*-acetylglucoside	0.6 ± 0.1b	1.3 ± 0.1a	0.5 ± 0.1b	1.0 ± 0.1a	***	*	ns
Malvidin-3-*O*-acetylglucoside	0.4 ± 0.1b	0.5 ± 0.1ab	0.7 ± 0.1a	0.7 ± 0.1a	ns	**	ns
Cyanidin-3-*O*-coumarylglucoside	0.6 ± 0.1bc	1.6 ± 0.2a	0.3 ± 0.1c	0.9 ± 0.1b	***	***	**
Petunidin-3-*O*-coumarylglucoside	0.2 ± 0.0b	0.5 ± 0.1a	0.3 ± 0.0b	0.3 ± 0.1b	**	ns	**
Peonidin-3-*O*-coumarylglucoside	4.5 ± 0.6b	9.8 ± 1.0a	1.5 ± 0.2b	5.3 ± 0.3a	***	ns	*
Malvidin-3-*O*-coumarylglucoside	2.4 ± 0.2c	3.6 ± 0.1b	4.1 ± 0.2b	7.6 ± 0.6a	***	***	***
ΣDp (%)	2.5 ± 0.2b	4.3 ± 0.5a	3.5 ± 0.2ab	3.4 ± 0.8ab	*	ns	**
ΣPt (%)	2.8 ± 0.3b	4.3 ± 0.6a	3.9 ± 0.0ab	2.9 ± 0.8b	ns	ns	**
ΣMv (%)	30.3 ± 0.8b	14.7 ± 0.6d	43.5 ± 2.0a	24.8 ± 0.9c	***	***	ns
ΣCy (%)	6.2 ± 0.4c	21.7 ± 1.4a	5.1 ± 0.5c	9.3 ± 0.6b	***	***	***
ΣPn (%)	58.3 ± 1.6a	55.0 ± 2.6b	44.0 ± 1.3c	59.7 ± 1.0a	***	**	***
Total anthocyanin concentration	92.0 ± 13.8c	740.9 ± 47.4a	35.1 ± 4.8d	394.0 ± 30.4b	***	***	***

Values are reported as means ± SD of three biological replicates. Different letters within a row indicate significant differences among treatments (Duncan’s multiple range test at *p* < 0.05). In two-way ANOVA, “S” indicates season effect, “V” indicates vintage effect, “S × V” indicates interaction effect of season and vintage, “*” indicates 0.05 > *p* ≥ 0.01, “**” indicates 0.01 > *p* ≥ 0.001, “***” indicates 0.001 > *p*, “ns” indicates *p* > 0.05.

**Table 3:** Flavonol concentration (mg/kg FW) in ‘Muscat Hamburg’ and ‘Victoria’ grapes in 2014 and 2015 under the double cropping system.

Compound	‘Muscat Hamburg’				‘Victoria’			
	2014 Summer	2014 Winter	2015 Summer	2015 Winter	2014 Summer	2014 Winter	2015 Summer	2015 Winter
Myglu	0.3 ± 0.2c	3.5 ± 0.5a	0.3 ± 0.0c	0.8 ± 0.1b	-	-	-	-
Mygal	0.1 ± 0.1c	0.6 ± 0.1a	0.4 ± 0.0b	0.7 ± 0.1a	-	-	-	-
Mygluc	2.7 ± 0.5c	20.7 ± 1.7a	2.8 ± 0.3c	14.4 ± 2.8b	-	-	-	-
Qugal	0.2 ± 0.0d	1.6 ± 0.1a	0.5 ± 0.1c	0.7 ± 0.1b	0.1 ± 0.0c	6.9 ± 0.9a	0.9 ± 0.4bc	1.6 ± 0.2b
Qugluc	2.6 ± 0.2d	10.1 ± 0.3a	4.0 ± 0.3c	6.7 ± 0.8b	5.8 ± 0.9c	22.3 ± 1.6a	15.2 ± 2.2b	15.9 ± 2.1b
Qurut	-	-	-	-	0.5 ± 0.1c	4.5 ± 1.0a	1.1 ± 0.2bc	2.1 ± 0.2b
Quglu	2.5 ± 0.4d	20.2 ± 1.2a	7.2 ± 1.0c	10.9 ± 1.2b	1.3 ± 0.4c	38.0 ± 4.5a	9.0 ± 3.4b	10.6 ± 1.0b
Laglu	0.2 ± 0.0b	0.54 ± 0.1 a	0.58 ± 0.1a	0.67 ± 0.2a	-	-	-	-
Kagal	Trace	0.2 ± 0.1	Trace	Trace	Trace	7.1 ± 0.8a	0.5 ± 0.2c	1.5 ± 0.1b
Kagluc	0.1 ± 0.0c	1.0 ± 0.3a	0.3 ± 0.0c	0.5 ± 0.1b	0.1 ± 0.0d	1.0 ± 0.1a	0.6 ± 0.2b	0.4 ± 0.0c
Kaglu	Trace	0.7 ± 0.1a	0.1 ± 0.0c	0.4 ± 0.1b	0.10 ± 0.1d	26.7 ± 2.8a	1.7 ± 0.8c	5.9 ± 0.6b
Isglu	0.6 ± 0.1c	2.4 ± 0.2a	1.1 ± 0.1b	2.1 ± 0.3a	Trace	0.4 ± 0.0a	Trace	0.1 ± 0.0b
Syglu	0.1 ± 0.0c	0.2 ± 0.1c	0.3 ± 0.0b	0.4 ± 0.1a	-	-	-	-
ΣMy (%)	32.7 ± 1.6b	40.3 ± 1.0a	20.1 ± 1.8c	41.4 ± 4.3a	-	-	-	-
ΣQu (%)	56.4 ± 1.7b	51.7 ± 1.0c	66.4 ± 1.8a	48.0 ± 4.0c	97.6 ± 0.6a	67.1 ± 0.3d	90.7 ± 1.9b	79.4 ± 0.5c
ΣKa (%)	2.5 ± 0.1b	0.9 ± 0.1d	3.3 ± 0.3a	1.8 ± 0.1c	2.4 ± 0.6d	32.6 ± 0.3a	9.3 ± 1.9c	20.3 ± 0.5b
ΣLa (%)	1.2 ± 0.1b	2.9 ± 0.7a	2.6 ± 0.0a	2.3 ± 0.1a	-	-	-	-
ΣIs (%)	5.9 ± 0.3ab	3.9 ± 0.1c	6.2 ± 0.2a	5.5 ± 0.3b	-	0.3 ± 0.0a	0.1 ± 0.0b	0.3 ± 0.0a
ΣSy (%)	1.3 ± 0.2ab	0.3 ± 0.1c	1.5 ± 0.2a	1.0 ± 0.0b	-	-	-	-

Myglu, Myricetin-3-*O*-glucoside; Mygal, myricetin-3-*O*-galactoside; Mygluc, myricetin-3-*O*-glucuronide; Qugal, quercetin-3-*O*-galactoside; Qugluc, quercetin-3-*O*-glucuronide; Qurut, quercetin-3-*O*-rutinoside; Quglu, quercetin-3-*O*-glucoside; Laglu, laricitrin-3-*O*-glucoside; Kagal, kaempferol-3-*O*-galactoside; Kagluc, kaempferol-3-*O*-glucuronide; Isglu, isorhamnetin-3-*O*-glucoside; Syglu, syringetin-3-*O*-glucoside. Values are reported as means ± SD of three biological replicates. Different letters within the same variety indicate significant differences among seasons (Duncan’s multiple range test at *p* < 0.05). -, not detected.

**Table 4:** Flavanol concentration (mg/kg FW) in ‘Muscat Hamburg’ and ‘Victoria’ grapes in 2014 and 2015 under the double cropping system.

Compound	‘Muscat Hamburg’				‘Victoria’			
	2014 Summer	2014 Winter	2015 Summer	2015 Winter	2014 Summer	2014 Winter	2015 Summer	2015 Winter
(+)–Catechin	83.7 ± 26.8a	99.5 ± 7.2a	78.4 ± 7.6a	90.3 ± 6.7a	57.4 ± 9.0a	42.3 ± 15.0ab	25.3 ± 8.9b	31.1 ± 9.0b
(–)–Epicatechin	457.5 ± 11.3c	605.7 ± 10.9a	474.5 ±38.6bc	509.9 ± 23.3b	387.1 ± 23.6a	316.1 ± 60.1b	220.0 ± 2.6c	244.7 ± 48.8c
(–)–Epicatechin-3-*O*-gallate	68.0 ± 11.3a	35.8 ± 11.4b	39.0 ± 3.6b	64.3 ± 7.9a	77.5 ± 4.6a	42.2 ± 17.8b	15.3 ± 5.0c	32.7 ± 6.2b
(–)–Epigallocatechin	25.1 ± 5.8c	34.0 ± 11.8bc	79.2 ± 2.4a	59.1 ± 27.3ab	14.5 ± 5.0c	16.2 ± 12.7bc	29.0 ± 1.3ab	34.6 ± 8.8a
Terminal subunits	71.5 ± 21.6a	81.0 ± 8.1a	77.5 ± 7.7a	81.8 ± 6.8a	41.4 ± 9.1a	27.0 ± 14.4ab	19.6 ± 1.7b	24.5 ± 8.9ab
Extension subunits	555.6 ± 118.4a	681.0 ± 12.4a	585.0 ± 40.5a	627.7 ± 27.7a	491.0 ± 20.9a	383.3 ± 83.1b	268.6 ± 5.9c	313.8 ± 63.3bc
Free monomers	7.1 ± 1.0c	12.9 ± 2.1a	8.6 ± 0.1b	14.1 ± 1.4a	4.1 ± 2.5ab	6.5 ± 1.4a	2.3 ± 0.5b	4.8 ± 0.3ab

Values are reported as means ± SD of three biological replicates. Different letters within a row indicate significant differences among treatments (Duncan’s multiple range test at *p* < 0.05).

## Data Availability

The data showed in this study are contained within the article.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/foods11010048/s1, Table S1: Grapevine growth stages of ‘Muscat Hamburg’ and ‘Victoria’ grapes under the double cropping system. Table S2: Expression profiles of the genes related to the flavonoid biosynthesis pathway in ‘Muscat Hamburg’ and ‘Victoria’ grapes in the year of 2014. 

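Supplementary Table S2 gives the mean FPKM of 64 genes in 12 groups, 768 values in all. The means of the 3 deposited FPKM values per group, with a gene missing from a library's list set to 0, equalled 765 of the paper's values to rounding, and the other 3 differed by 0.01. FPKM is a level per gene and library, scaled by the authors to transcript length and to the reads counted in that library. Of the 8597 genes with several transcripts, 8208 were given a length that differed between libraries, whereas none of the 19522 genes with 1 transcript was.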

Figure S1: PCA (**a**, score plot, the samples were marked according to the development stages; **b**, score plot, the samples were marked according to different seasons; **c**, loading plot) based on the concentration of individual phenolic compounds in ‘Muscat Hamburg’ grapes and ‘Victoria’ grapes in the years of 2014 and 2015 under the double cropping system. Figure S2: The 200 permutation tests were based on the OPLS-DA model for discriminating summer and winter berries.

# Supplementary material for: Effect of the Seasonal Climatic Variations on the Flavonoid Accumulation in Vitis vinifera cvs. ‘Muscat Hamburg’ and ‘Victoria’ Grapes under the Double Cropping System
**Source:** Foods. 2021 Dec 25;11(1):48. doi: 10.3390/foods11010048
**Supplement:** Supplementary file 1

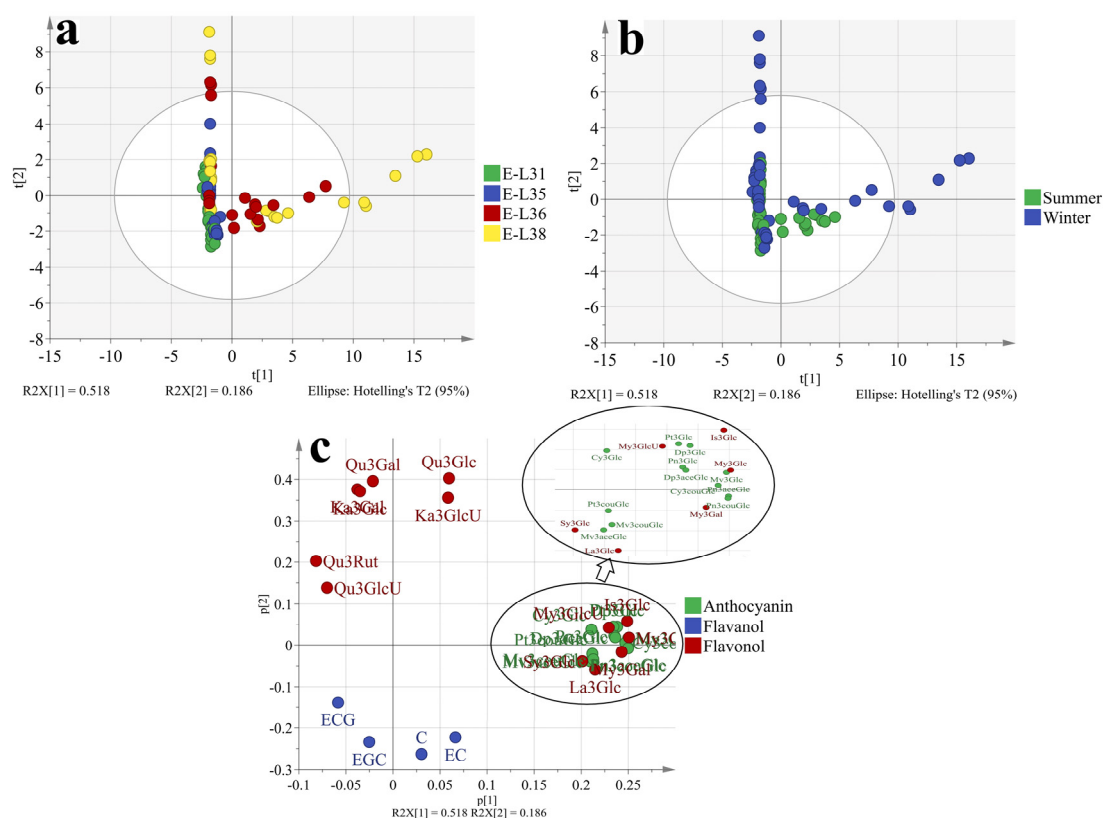

**Supplementary Figure S1.** PCA (**a**, score plot, the samples were marked according to the development stages; **b**, score plot, the samples were marked according to different seasons; **c**, loading plot) based on the concentration of individual phenolic compounds in ‘Muscat Hamburg’ grapes and ‘Victoria’ grapes in the years of 2014 and 2015 under the double cropping system. Dp3Glc, delphinidin-3-*O*-glucoside; Cy3Glc, cyanidin-3-*O*-glucoside; Pt3Glc, petunidin-3-*O*-glucoside; Pn3Glc, peonidin-3-*O*-glucoside; Mv3Glc, malvidin-3-*O*-glucoside; Dp3aceGlc, Delphinidin-3-*O*-acetyl-glucoside; Pn3aceGlc, peonidin-3-*O*-acetylglucoside; Mv3aceGlc, malvidin-3-*O*-acetyl-glucoside; Cy3couGlc, cyanidin-3-*O*-coumaryl-glucoside; Pt3couGlc, petunidin-3-*O*-coumaryl-glucoside; Pn3couGlc, peonidin-3-*O*-coumaryl-glucoside; Mv3couGlc, malvidin-3-*O*-coumarylglucoside; My3GlcU, myricetin-3-*O*-glucuronide; My3Gal, myricetin-3-*O*-galactoside; My3Glc, myricetin-3-*O*-glucoside; Qu3Gal, quercetin-3-*O*-galactoside; Qu3GlcU, quercetin-3-*O*-glucuronide; Qu3Rut, quercetin-3-*O*-rutinoside; Qu3Glc, quercetin-3-*O*-glucoside; La3Glc, laricitrin-3-*O*-glucoside; Ka3Gal, kaempferol-3-*O*-galactoside; Ka3GlcU, kaempferol-3-*O*-glucuronide; Ka3Glc, kaempferol-3-*O*-glucoside; Is3Glc, isorhamnetin-3-*O*-glucoside; Sy3Glc, syringetin-3-*O*-glucoside; ECG, epicatechin-3-*O*-gallate; EGC, epigallocatechin; C, catechin; EC, Epicatechin

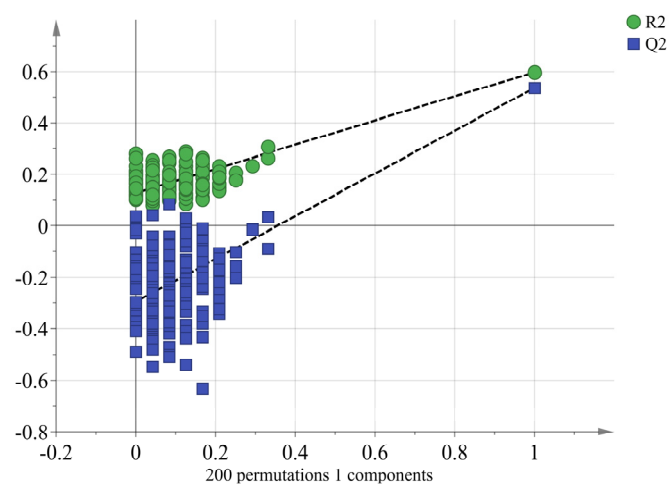

**Supplementary Figure S2.** The 200 permutation tests were based on the OPLS-DA model for discriminating summer and winter berries.

How the deposited data were processed for this re-analysis (not part of the article)

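De-seeded berries of ‘Muscat Hamburg’ and ‘Victoria’ grapes were measured by RNA-seq in the summer and winter seasons at E-L 35, E-L 36 and E-L 38, with 3 biological replicates in each of 12 groups. All libraries came from the same vintage, so the tests do not cover the spread between years. Each of the 36 libraries was assigned to its variety, season, stage and replicate from the sample labels and the methods of the paper. A further deposited table of FPKM values had 36 columns whose headings matched no sample label, and these columns were not used.

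According to the paper, the authors aligned single reads to the grapevine genome 12X V2. The deposited lists give for each gene an estimated count (expected count), the authors' estimate of the number of reads on the gene, which was not normalized and need not be a whole number. The paper's text does not name the counting program, and the headings of the lists are those of an RSEM gene table. The deposited FPKM values were computed by the authors. The paper states that the longest transcript was used for a gene with several, while the listed length of 8208 of the 8597 genes with several transcripts differed between libraries. The lowest estimated count in any list was 0.01. Genes at 0 were left out of the lists and were set to 0 here. A list held 21184 to 23569 genes, and the total estimated count per library was 5624449 to 18606068 (median 10599908). The 10 most abundant genes took 6.3% to 16.6% of a library's count. The paper names DESeq2, a false discovery rate and a fold change as the criteria of the authors, but the paper's text does not name the libraries that were fitted together.

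The estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (19736 of 28119), libraries were scaled by TMM, and the 12 groups were fitted in 1 quasi-likelihood model with a common dispersion of 0.0294. The winter season berries were compared with the summer season berries within each variety and stage. Differences of this season effect between the varieties at each stage, and between E-L 38 and E-L 35 in ‘Victoria’, were tested as contrasts of the same model. A gene was past the threshold with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. Standard errors of log2 fold changes were the size of the log2 fold change divided by the square root of the F statistic. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p under 0.1, so single genes were tested only in the model across all genes. A group whose libraries all held 3 counts or fewer was taken as at the limit of detection. A fold change against such a group was computed from that limit and given as a lower bound, and no fold change was given when both seasons were at the limit. These limits cover counting error only.

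The 64 genes of Supplementary Table S2 formed the pathway list, of which 23 are upstream, 23 downstream and 18 regulatory. The genes given by name were the 27 that the results of the paper name and, outside the list, the 2 with the highest and the 2 with the lowest log2 fold change averaged over the 6 comparisons among the genes past the threshold in the same direction in all of them. Other genes of the list were named only as exceptions to a statement of the paper. The margins of the boxes in Fig. 6 and Fig. 7 were read by eye.

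The same steps were tested on counts simulated from the mean profile and the totals of these libraries for 19736 genes, of which 200 were changed 4-fold. The quasi-likelihood test of edgeR recovered 187 of them (93.5%) and called 2 unchanged genes. DESeq2 recovered 185 (92.5%) and limma 179 (89.5%). Of the simulated interactions, edgeR recovered 165, DESeq2 161 and limma 165, and they called 5, 17 and 6 unchanged genes there. All simulated genes had the same dispersion, and the groups had no other differences. The shares recovered therefore need not hold for genes with more spread or for changes smaller than 4-fold.

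The assignment of the libraries, the tests of the seasons and of their interactions, the rule for the genes given by name and the alternatives were set before the data were examined, with these exceptions. Thinning every library at random to the lowest total was added after the library totals had been seen, the test for exchanged libraries after the correlations between libraries, and the division of the splits of the season labels by whether they left the seasons of a variety together after their counts. The alternatives were DESeq2 1.42.0 with its own size factors and filtering, RLE size factors in edgeR, scaling by library size alone, no filter, only genes with at least 10 counts in every library, limma 3.58.1 with trend on log2(FPKM + 1) and on log2(FPKM + 0.1), a fit of only the libraries of a comparison, the replicate number as a block, an adjusted p of at most 0.05 without the fold change condition, an adjusted p of at most 0.01, and each library left out in turn. Alternatives planned for lists holding FPKM alone were not needed and were not run. Lists of heat shock protein and stilbene synthase genes were planned from product descriptions, and were not analysed here because the descriptions at hand could not be matched to these gene identifiers. Coordinates are not given for the same reason. The climate and metabolite measurements of the paper were not analysed here.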

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

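The division of the other splits by whether they left the seasons of a variety together was chosen only after their counts were seen, and thinning the libraries was chosen after the library totals were seen. The season effect, winter minus summer season on the log2 scale, was compared between the varieties (‘Muscat Hamburg’ minus ‘Victoria’) with the interaction of the model. At E-L 35, 1852 genes passed the threshold for this difference, 1115 of them with a higher value in ‘Muscat Hamburg’ and 737 with a lower. At E-L 36 there were 2052 genes (1231 higher and 821 lower) and at E-L 38 1628 (935 higher and 693 lower). Between E-L 35 and E-L 38 of ‘Victoria’, the season effect changed in 4970 genes, rising in 2029 and falling in 2941. Across the alternatives, these counts lay between 978 and 3588, 1240 and 3725, 901 and 3316, and 3145 and 8466.

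As a test of accidental grouping, the season labels were split anew within each variety, and for each comparison 21 splits were counted, the real one among them. As many genes as the real split gave were found in 3 splits at E-L 35, 3 at E-L 36 and 7 at E-L 38. The other splits with as many genes, 2, 2 and 6 in number, all left the seasons of a single variety together while mixing those of the other. They kept the season effect of that variety and so are no clean test of accidental grouping. Such splits gave 145 to 2695, 1804 to 4872 and 535 to 5768 genes. A season effect in a single variety could therefore be enough for a count of this size. The 15, 17 and 12 splits that mixed the seasons of both varieties gave at most 13, 1 and 0 genes, but are too few for a share under 0.05, so accidental grouping stays open by the count of splits. For the change from E-L 35 to E-L 38 in ‘Victoria’, 1 of 21 splits gave as many genes, and the others gave at most 4639.

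VviPAL and Vvi4CL stood out because their season effect differed between the varieties or the stages. The difference between the varieties at E-L 38 was 2.86 for VviPAL and 2.64 for Vvi4CL, and across 22 alternatives for each it ran from 2.43 to 3.37 and from 2.31 to 3.03. For Vvi4CL at E-L 36 it was 3.56 (3.06 to 3.99 across the alternatives). In ‘Victoria’, the effect changed from E-L 35 to E-L 38 by -4.19 (-4.43 to -3.59) for VviPAL and by -3.88 (-4.32 to -3.43) for Vvi4CL. Each of these values kept its direction and stayed past the threshold under all alternatives run.

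Similar differences were found for genes of the flavonoid branches. VIT_203s0063g01690, a VviF3′H, had a season effect in ‘Victoria’ that rose by 2.88 from E-L 35 to E-L 38 (1.79 to 3.62 across the alternatives). For the other VviF3′H, VIT_209s0002g01090, the difference between the varieties at E-L 35 was -1.99 (-2.11 to -1.74) and the change in ‘Victoria’ -1.37 (-1.50 to -1.17). VviFLS5 differed between the varieties by -2.78 at E-L 36 (-2.89 to -2.61) and by -3.67 at E-L 38 (-4.40 to -3.38), and its change in ‘Victoria’ was 4.87. VviLAR1 differed by 1.35 at E-L 35 (1.22 to 1.57), VviLAR2 by 1.90 at E-L 38 (1.68 to 2.43) and VviUFGT by 1.87 at E-L 35 (1.76 to 2.08). All of these stayed past the threshold under the alternatives run. The change of VviANR in ‘Victoria’ from E-L 35 to E-L 38 was -2.46 (-3.69 to -1.18) and no longer passed after thinning (-1.87).

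Differences of VviAOMT and Vvi3AT between the varieties at E-L 38 rest on few counts in ‘Victoria’. The fitted difference was 6.30 for VviAOMT and 4.68 for Vvi3AT, but the ‘Victoria’ winter season libraries were at the limit of detection, so these values depend on the prior count of the model and are no bounds. Across the alternatives they ran from 1.30 to 6.82 and from 0.28 to 5.31. That of Vvi3AT no longer passed with limma on log2(FPKM + 1) (0.28) or log2(FPKM + 0.1) (1.19), with a fit of only the libraries compared (4.53), after thinning (3.69), without ‘Victoria’ summer season E-L 38 replicate 2 (3.43) or without ‘Victoria’ winter season E-L 38 replicate 3 (4.69).

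Among the regulators, the varieties differed at E-L 35 by -4.00 for MYBA2 (-4.16 to -3.40 across the alternatives) and by -4.30 for MYBA3 (-4.51 to -3.32). In ‘Victoria’, the season effect changed from E-L 35 to E-L 38 by -4.18 for MYBA2 (-4.41 to -3.58), -5.18 for MYBA3 (-5.45 to -4.39), -1.67 for VviMYBC2-L1 (-1.86 to -1.37) and -1.85 for VvibZIPC22 (-2.11 to -1.58). VviMYBF1 differed between the varieties by 3.90 at E-L 38. This difference no longer passed after thinning (3.70) or without ‘Muscat Hamburg’ winter season E-L 38 replicate 3 (3.19). Its change in ‘Victoria’ was -3.19 and no longer met the fold change condition with limma on log2(FPKM + 1) (-0.96). Across the alternatives they ran from 1.37 to 4.69 and from -3.95 to -0.96.

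Several technical explanations were weighed for these differences. The scaling of the libraries is argued against as the whole source of the differences of single genes, because with library size alone in place of TMM each of those named above kept its direction and its side of the threshold. The numbers of genes did move. With library size alone, 1581 genes were higher and 486 lower in the difference between the varieties at E-L 35, and 2653 rose and 2438 fell between E-L 35 and E-L 38 of ‘Victoria’, where with TMM more fell than rose, so scaling stays open as a source of these balances. Depth is argued against in the same way for the differences that stayed past the threshold after thinning, and stays open for VviANR, Vvi3AT and VviMYBF1 at E-L 38, which did not (thinned values -1.87, 3.69 and 3.70). Reads shared with related copies remain open for the genes whose counts were not whole numbers, VviPAL, VIT_203s0063g01690, VviAOMT, MYBA2 and MYBA3 among them, because the division of such reads was not tested. Sequencing batches were not tested, since neither the labels nor the paper give them. The interaction of the model tested whether the season effect differed between the varieties or stages, but not why. A biological cause of such a difference in response stays among the open explanations as untested.

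Among all genes tested, 91 were higher and 26 lower in the winter season berries in all 6 comparisons, of which 6 higher genes belong to Supplementary Table S2. Those named next lie outside that table and the genes the paper discusses. The highest mean log2 fold change was that of VIT_207s0005g03410 (7.76), whose summer season libraries were at the limit of detection in all 6 comparisons. The winter season berries were at least 7.85-fold to at least 25.9-fold higher in the comparisons other than ‘Muscat Hamburg’ at E-L 36. There the bound was 65.5-fold, which depends on a single winter season library with 566.09 counts (29.2 FPKM), while the lowest held 19.11 (0.98 FPKM). It did not pass in all 6 with DESeq2 (mean 7.61), with limma on log2(FPKM + 1) (1.51) or after thinning (7.44). The same was found at E-L 35 of ‘Muscat Hamburg’ without summer season replicate 1 (7.69), 2 (8.04) or 3 (7.69) and without winter season replicate 1 (7.71) or 2 (7.77). VIT_219s0085g00740 had a mean of 7.04. Its summer season libraries were at the limit in ‘Muscat Hamburg’ at E-L 36 (at least 57.7-fold higher in winter) and in ‘Victoria’ at E-L 38 (at least 396-fold). VIT_215s0046g03550 had a mean of -3.37, with winter season libraries at the limit in ‘Victoria’ at E-L 36 (at least 11.4-fold lower) and E-L 38 (at least 9.68-fold lower). VIT_214s0006g00180 had a mean of -3.24 with all groups above the limit, and did not pass in all comparisons without ‘Victoria’ winter season E-L 35 replicate 1 (-3.20). The values at hand do not pair these identifiers with gene names, and no biological explanation was tested for them. A low summer season count could by itself place VIT_207s0005g03410 at the top, and thinning took it out of the genes past the threshold in all comparisons (7.44).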

How the results depend on the processing

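Thinning the libraries was chosen after the library totals were seen, and the other alternatives and tests in this part were not chosen after their results. Of 172 results for single genes, 114 kept their direction and their side of the threshold under every alternative run, and 58 did not. RLE size factors in edgeR changed none of them. Orders of values below are E-L 35, E-L 36 and E-L 38.

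With all libraries and TMM, the genes past the threshold numbered 1187, 3706 and 3939 in ‘Muscat Hamburg’ and 3416, 4654 and 5284 in ‘Victoria’. Keeping only genes with at least 10 counts in every library, which tests fewer genes, gave 486, 1682 and 1972 in ‘Muscat Hamburg’ and 1373, 2280 and 2753 in ‘Victoria’. With limma on log2(FPKM + 1), the numbers were 710, 2132 and 2377 in ‘Muscat Hamburg’ and 2146, 2919 and 3430 in ‘Victoria’. An adjusted p of at most 0.05 alone, a wider threshold, gave 3505, 8431 and 8941 in ‘Muscat Hamburg’ and 8346, 10038 and 10751 in ‘Victoria’. An adjusted p of at most 0.01 gave 725 in ‘Muscat Hamburg’ at E-L 35. The interaction between variety and season, with 1852, 2052 and 1628 genes, came to 978, 1240 and 994 with at least 10 counts in every library, 3588, 3725 and 3316 on the adjusted p alone and 981, 1260 and 901 at an adjusted p of at most 0.01. The change from E-L 35 to E-L 38 in ‘Victoria’, 4970 genes, came to 3145 and 8466 under the first 2 of these. Fewer tested genes, or a wider or stricter threshold, account for these shifts by construction, except for limma. With limma on log2(FPKM + 0.1), more genes passed in both directions in every season comparison than with log2(FPKM + 1). At E-L 38, 1526 were higher and 2328 lower in ‘Muscat Hamburg’, against 932 and 1445. In ‘Victoria’ they were 2187 and 3064, against 1414 and 2016. The smaller numbers thus went with the added value of 1, which argues against limma itself as their whole source.

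Of the genes of Supplementary Table S2, 38 passed in ‘Muscat Hamburg’ at E-L 36, and 25 with at least 10 counts in every library. At E-L 38, 24 passed in ‘Muscat Hamburg’ and 17 in ‘Victoria’, and 40 and 26 on the adjusted p alone. The 8 upstream genes past the threshold in ‘Victoria’ at E-L 38 came to 5 at an adjusted p of at most 0.01, and also to 5 without summer season replicate 1 or 3 or winter season replicate 2 or 3 of that stage. The regulatory genes past the threshold in ‘Muscat Hamburg’ came from 5 to 8 at E-L 35 and from 2 to 10 at E-L 38 on the adjusted p alone, and to 4 at E-L 38 without winter season replicate 1. In ‘Victoria’ they came from 5, 6 and 4 to 10, 11 and 10 on the adjusted p alone.

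Across the 6 fits that each left out 1 library, the genes past the threshold lay between 897 and 948, 3501 and 3634, and 3615 and 3828 in ‘Muscat Hamburg’. In ‘Victoria’ they lay between 2961 and 3478, 4384 and 4765, and 5020 and 5279. The list genes lay between 28 and 30, 33 and 40, and 23 and 28 in ‘Muscat Hamburg’, and between 32 and 36, 16 and 24, and 12 and 19 in ‘Victoria’. Each interaction had 12 such fits. Its counts lay between 1404 and 1919, 1732 and 2541, and 1309 and 1611 for the varieties, and between 4507 and 5032 for the change in ‘Victoria’.

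The balance of higher and lower genes moved in some comparisons. The 1665 and 1751 genes higher and lower in the ‘Victoria’ winter season berries at E-L 35 became 1326 and 2318 with library size alone and 1185 and 2344 with limma on log2(FPKM + 0.1). The median log2 fold change of all genes there was -0.17, -0.13 and -0.18 with library size alone and with limma on log2(FPKM + 1) and log2(FPKM + 0.1), against -0.01 with TMM. The interaction at E-L 35, 1115 and 737, became 1581 and 486, 1248 and 461 and 1500 and 417 under these settings, and the change in ‘Victoria’, 2029 and 2941, became 2653 and 2438, 2057 and 1899 and 2845 and 2287. In ‘Victoria’ at E-L 36 library size alone moved no such balance (15 and 6 list genes, 6 and 2 upstream and 5 and 1 regulatory), and the cause of the shifts there was not tested. Of the list genes, 15 and 6 were higher and lower, against 15 and 1 and 16 and 1 with limma on log2(FPKM + 1) and log2(FPKM + 0.1). The upstream genes there, 6 and 2, became 7 and 6 higher genes and 0 lower, with 0 and 0 lower at an unadjusted p under 0.05. None were lower either in a fit of only the libraries compared (0 at an unadjusted p under 0.05) or without winter season replicate 1, 2 or 3 (2, 1 and 1). The regulatory genes there, 5 and 1, became 4 and 5 higher and 0 lower, with 3 and 3 lower at an unadjusted p under 0.05. None were lower either with no filter, at least 10 counts in every library, a fit of only the libraries compared, a replicate block or thinning (2, 1, 2, 2 and 2 at an unadjusted p under 0.05), or without summer season replicate 2 or 3 or winter season replicate 2 or 3 (2, 4, 1 and 1). At an adjusted p of at most 0.01, none of either were lower. The upstream genes in ‘Victoria’ at E-L 38, 5 and 3, became 6 and 2 with DESeq2 and 6 and 2 with limma on log2(FPKM + 0.1).

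Some values for single genes changed sign, and the cause was not tested. VviPAL in ‘Victoria’ at E-L 36, -0.15, was 0.38 with limma on log2(FPKM + 1) and 0.55 with log2(FPKM + 0.1). VIT_206s0009g02970 in ‘Muscat Hamburg’ at E-L 38 was -0.03 and -0.76 in these fits. VviMYB5b in ‘Muscat Hamburg’ at E-L 35 was 0.03 with library size alone, with limma on log2(FPKM + 1) (0.03) and on log2(FPKM + 0.1) (0.03), and after thinning (0.03). The difference of VviMYBC2-L1 between the varieties at E-L 35 was 0.06 with library size alone, 0.09 with limma on log2(FPKM + 1) and 0.10 on log2(FPKM + 0.1). VviMYB5a in ‘Victoria’ at E-L 38 was -0.02 with no filter, -0.03 with at least 10 counts in every library and -0.00 in a fit of only the libraries compared. After thinning, VviMYBC2-L1 in ‘Muscat Hamburg’ at E-L 38 was 0.09 and the difference of VviLAR1 between the varieties at E-L 36 was -0.26.

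When 1 library was left out, values changed sign in 15 results, whose ranges follow. In ‘Muscat Hamburg’, VviLAR2 at E-L 36 ran from -0.72 to 0.05, VviANR at E-L 36 from -0.50 to 0.21, VviMYB5b at E-L 35 from -0.05 to 0.01 and VviMYBPA1 at E-L 38 from -0.66 to 0.03. At E-L 38, VviMYBC2-L1 ran from -0.09 to 0.02, VviMYBF1 from -0.27 to 1.22 and VIT_206s0009g02970 from -1.40 to 1.20. In ‘Victoria’, VviPAL at E-L 36 ran from -0.70 to 0.23, VviLAR1 at E-L 35 from -0.21 to 0.09, VviUFGT at E-L 35 from -0.16 to 0.04 and VviMYB5a at E-L 38 from -0.33 to 0.39. VviMYBPA1 at E-L 38 ran from -0.60 to 0.77 and VviMYBC2-L1 at E-L 36 from -0.73 to 0.12. The difference between the varieties ran from -0.24 to 0.21 for VviLAR1 at E-L 36 and from -0.33 to 0.08 for VviMYBC2-L1 at E-L 35.

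Other results for single genes changed only their side of the threshold. Leaving out 1 library did so by taking a result below it 46 times and above it 20 times. With limma on log2(FPKM + 1), 10 fell below and 2 rose above, and with log2(FPKM + 0.1), 10 and 3. A fit of only the libraries compared took 5 below and 7 above. Thinning took 7 below, DESeq2 2 below and 1 above, and no filter 2 below. Library size alone took 3 above and the minimum of 10 counts 2.

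Replicate numbers were shared between the groups. In 18 pairs of same-numbered summer and winter season libraries of a variety and stage, the correlation of the deviations from the group means lay between -0.19 and 0.03, and none was over 0.1, so the numbers do not pair the libraries. With a replicate block, the difference of VviLAR1 between the varieties at E-L 36 was -0.01, VviAOMT in ‘Muscat Hamburg’ at E-L 38 rose past the threshold (1.02), VviLAR2 in ‘Victoria’ at E-L 36 fell by 1.00 and was not past it, and VviMYBF1 in ‘Victoria’ at E-L 36 was not past it (-1.03). The block changed no other call among the results for single genes.

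Alternatives set for the case of FPKM values alone, and those for lists of gene families, were not run. Depth limits the results for genes near the limit of 3 counts, such as VviFLS4 in ‘Muscat Hamburg’ at E-L 35 and the VviF3′5′Hs, VviAOMT, Vvi3AT and MYBA1 in ‘Victoria’. Where both seasons were at this limit, a difference was not detectable at this depth. Among the genes past the threshold, 104 to 661 per comparison had a season with all libraries at that limit.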

Differences from the paper's values

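No test in this part was chosen after its result was seen, apart from thinning the libraries, which was chosen after the library totals were seen. Of the 768 mean FPKM values in Supplementary Table S2, 3 differed from the means of the deposited values. For VIT_206s0009g02840, VIT_206s0009g02970 and VIT_218s0001g03470 in the summer season ‘Muscat Hamburg’ berries at E-L 36, the paper's value was 0.01 and the mean here was 0 in each case. All 3 libraries of that group held 0 for these genes, so leaving out replicate 1, 2 or 3, the alternatives set before the data were examined that bear on these means, again gives 0 and could not close the gap.

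In the figures, bold margins mark the differentially expressed genes, and 188 boxes with such margins were read by eye in Fig. 6 and Fig. 7. Of these, 142 passed the threshold here and 46 did not. On the adjusted p of at most 0.05 alone, 32 of the 46 passed. A fit of only the libraries of the comparison put 7 of them past the threshold, a replicate block 4, DESeq2 3, library size alone 2, limma on log2(FPKM + 0.1) 2 and limma on log2(FPKM + 1) 1, and at least 1 of the fits without a library 14. Thinning, chosen after the library totals were seen, put 1 past it. Under none of these settings did 5 boxes pass. They were chosen after their values were seen and are VviPAL and VIT_216s0039g01110 (PAL) in ‘Victoria’ at E-L 38, and VIT_211s0065g00350 (C4H) at E-L 35, VIT_205s0020g01090 (HYH) at E-L 35 and VviLAR2 at E-L 38 in ‘Muscat Hamburg’. Another 18 boxes without bold margins passed the threshold here.

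The paper states that VviPAL was lower in the winter season ‘Victoria’ berries at E-L 38. Here its log2 fold change was -0.98 (adjusted p = 0.129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ran from -1.19 to -0.76 across the alternatives with none past the threshold. The paper also states this fall for the upstream genes selected in ‘Victoria’, whereas 3 upstream genes were downregulated and 5 upregulated at E-L 38. Without summer season replicate 1 or 3 or winter season replicate 2 or 3 of that stage 0 upstream genes were downregulated, with 3, 2, 0 and 2 lower at an unadjusted p under 0.05 in these fits.

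According to the paper, both VviF3′Hs were higher in the winter season berries. VIT_209s0002g01090 passed in 2 of the 6 comparisons, and in ‘Muscat Hamburg’ at E-L 35 it was -0.26 (adjusted p = 0.593 from the same test as above). In ‘Victoria’ at E-L 36 it was 0.65, past the threshold at 1.15 without summer season replicate 3, and 0.20 without summer season replicate 1. The paper counts all the VviF3′5′Hs as differentially expressed in ‘Muscat Hamburg’. VIT_206s0009g02970 passed at no stage, and only a fit of the libraries of the comparison put it past the threshold, at E-L 35 (2.80).

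The paper states that VviUFGT, VviAOMT and Vvi3AT were expressed only in the ‘Muscat Hamburg’ grapes. VviUFGT had group means of 6.44 to 10.3 FPKM in ‘Victoria’. The paper further states that VviUFGT and VviAOMT were upregulated in the winter season berries. VviUFGT passed at E-L 35, was 0.45 at E-L 36, which passes on the adjusted p of at most 0.05 alone, and was -0.17 at E-L 38. VviAOMT passed at E-L 35, was 0.41 at E-L 36 and 0.99 at E-L 38. The last of these passed on the adjusted p of at most 0.05 alone, with a replicate block (1.02), and without summer season replicate 2 (1.28), winter season replicate 1 (1.16) or winter season replicate 2 (1.04). Without winter season replicate 3 it was 0.71.

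The paper states that VviFLS4 and VviFLS5 were higher in the winter season berries of both varieties. VviFLS5 was 0.77 in ‘Muscat Hamburg’ and 0.67 in ‘Victoria’ at E-L 35, both past the adjusted p of at most 0.05 alone, and 0.23 in ‘Muscat Hamburg’ at E-L 36, under no alternative past the threshold. VviFLS4 was at the limit of detection in both seasons in ‘Muscat Hamburg’ at E-L 35. At E-L 38 it passed in neither variety, and a fit of only the libraries of the comparison put it past the threshold in ‘Muscat Hamburg’ (1.65) and in ‘Victoria’ (1.51).

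Upregulation of VviLAR1 and VviLAR2 in the ‘Muscat Hamburg’ winter season berries is stated in the paper. VviLAR1 passed at E-L 35, was -0.51 at E-L 36 and was 0.81 at E-L 38, where it passed on the adjusted p of at most 0.05 alone and without winter season replicate 1 (1.03). Without winter season replicate 3 its E-L 38 value was 0.54. VviLAR2 passed at no stage and under no alternative, with 0.34, -0.38 and 0.76 at E-L 35, E-L 36 and E-L 38, and the E-L 36 value became 0.05 without summer season replicate 2. In ‘Victoria’, where the paper states that VviLAR2 was downregulated, it was -0.85 at E-L 35. That value passed on the adjusted p of at most 0.05 alone, with limma on log2(FPKM + 1) (-1.06) and log2(FPKM + 0.1) (-1.11), and without winter season replicate 2 (-1.07). Without summer season replicate 1 it was -0.55.

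For the regulators, the paper states that MYBA1 and MYBA2 were upregulated in the winter season berries. Both passed in ‘Muscat Hamburg’ at E-L 35 and E-L 36, and at E-L 38 MYBA1 was 0.26 and MYBA2 0.51, under no alternative past the threshold. VviMYB5a and VviMYB5b are stated to be upregulated in both varieties. In ‘Victoria’, VviMYB5a was -0.26, 0.70 and 0.01, of which the E-L 36 value passed on the adjusted p of at most 0.05 alone, and the last became -0.33 without summer season replicate 3 and -0.10 without winter season replicate 1. In ‘Muscat Hamburg’ at E-L 38 it was 0.87 and passed on the adjusted p of at most 0.05 alone and without winter season replicate 1 (1.00). VviMYB5b was under a fold change of 2 in every comparison. It passed on the adjusted p of at most 0.05 alone in ‘Muscat Hamburg’ at E-L 38 (0.66) and in ‘Victoria’ at E-L 36 (0.96) and E-L 38 (0.72), and in ‘Victoria’ at E-L 36 also without summer season replicate 1 (1.02).

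Opposite trends of VviMYBC2-L1 in the varieties are stated in the paper. At E-L 35 the gene was higher in the winter season berries of both, by 0.82 in ‘Muscat Hamburg’ and 0.96 in ‘Victoria’. At E-L 36 the signs were opposite, but neither value was past the threshold, and the paper names no stage for its statement. The value was above 0 in ‘Muscat Hamburg’ (0.04 to 0.34 across the alternatives). In ‘Victoria’ it was below 0 except under 1 of 16 alternatives (-0.73 to 0.12), and the difference between the varieties was 0.64. At E-L 38 it was -0.04 in ‘Muscat Hamburg’, 0.02 without summer season replicate 1 and 0.00 without winter season replicate 2, and -0.71 in ‘Victoria’. The values at E-L 35 in both varieties and at E-L 38 in ‘Victoria’ passed on the adjusted p of at most 0.05 alone, and that at E-L 35 in ‘Victoria’ also without summer season replicate 3 (1.06) or winter season replicate 3 (1.15). The difference between the varieties was not past the threshold at any stage. The paper states that VviMYBF1 was lower in the winter season berries of both varieties. It passed at E-L 36 in ‘Muscat Hamburg’ and at E-L 36 and E-L 38 in ‘Victoria’, but was -0.16 in ‘Muscat Hamburg’ and -0.27 in ‘Victoria’ at E-L 35 and 0.44 in ‘Muscat Hamburg’ at E-L 38, where no alternative put it past the threshold and it became -0.09 without summer season replicate 3 and -0.27 without winter season replicate 3. VviMYBF1 no longer passed in ‘Muscat Hamburg’ at E-L 36 without summer season replicate 2 (-1.52) or with limma on log2(FPKM + 1) (-0.58). Nor did it in ‘Victoria’ at E-L 36 without summer season replicate 2 (-0.82) or 3 (-0.91) or winter season replicate 2 (-0.89) or 3 (-0.89).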

Other observations

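The test for exchanged libraries was chosen only after the correlations between libraries were seen, and thinning the libraries was chosen after the library totals were seen. For each of the 6 comparisons between the seasons, the 6 libraries were split in the 10 possible ways into 3 and 3. In every comparison, 1 of the 10 splits, the real one, gave as many genes past the threshold, and 1 of the 10 gave as many genes of Supplementary Table S2. The other splits gave at most 194 genes and at most 2 list genes. In a single comparison, a season effect and an accidental grouping cannot be told apart by this count alone, because 10 splits cannot give a share under 0.1. That the real split alone gave as many genes in all 6 comparisons, which share no libraries, argues against an accidental grouping as the source of all of them.

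At E-L 35 the ‘Victoria’ summer season libraries had totals of 15334749 to 18606068 and the winter season libraries 5624449 to 9397265, so a difference in depth was tested as a possible source of the 3416 genes past the threshold there. With every library thinned to the lowest total, 2721 of them (79.7%) were past the threshold in the same direction, which argues against depth as the whole source. As a test of length, the log2 fold change was compared with transcript length across genes with 1 transcript, and Spearman's rho was -0.01. For the genes with 1 transcript, the fold change thus showed no trend with length. The test is void for the genes past the threshold as a whole, since 71.2% of them have 1 transcript, under the share of 80% set for it. The others were not covered, so length stays open for them.

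A further hypothesis was that winter and summer season berries of the same E-L stage may differ in ripening. If so, the season effect would follow, across genes, the change from E-L 35 to E-L 38 in the summer season berries of the other variety. Across 19736 genes, which are not independent replicates, Spearman's rho was 0.09, -0.07 and -0.05 in ‘Muscat Hamburg’ and 0.14, 0.01 and 0.08 in ‘Victoria’ at E-L 35, E-L 36 and E-L 38. Values under 0.1 in size were set to argue against ripening as the source and values over 0.3 to speak for it. Ripening is thus argued against as the whole source in each comparison except ‘Victoria’ at E-L 35, where 0.14 lies between these limits and leaves it open. Of the genes past the threshold in both changes, 48.8%, 40.2% and 40.5% went the same way in ‘Muscat Hamburg’ and 68.5%, 53.1% and 60.8% in ‘Victoria’. On the third principal component, the ‘Muscat Hamburg’ summer season libraries ran from 17.6 to 31.2 at E-L 35, -75.4 to -18.7 at E-L 36 and -60.5 to -57.4 at E-L 38, and the winter season libraries from 57 to 58.4, 24.5 to 34.6 and -13.5 to 12.3. In ‘Victoria’ the summer season libraries ran from 30.6 to 40, -56.4 to -20.8 and -57.9 to -27.4 and the winter season libraries from 28.5 to 51.6, 4.24 to 4.69 and -21.7 to -10.7, so that the seasons overlapped at E-L 35. A difference in ripening as a part of the season effect therefore stays open.

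The seasons were also compared between the varieties, on the hypothesis that the varieties share a season effect. At E-L 35, 575 genes passed the threshold in both varieties, where 205 would be if the varieties were independent. At E-L 36 there were 2036 against 874 and at E-L 38 2473 against 1055. The share that went the same way was 84% at E-L 35, 93.8% at E-L 36 and 96.9% at E-L 38, against a limit of 90% set for a shared effect. The values at E-L 36 and E-L 38 are consistent with an effect shared by the varieties, and that at E-L 35 leaves it open. Across all genes tested, Spearman's rho between the varieties was 0.34, 0.54 and 0.61. The climate of the seasons stays among the open explanations as untested.

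Principal components of the log2 values took 29.6%, 23.3% and 11.4% of the variance. In 33 of the 36 libraries, the library with the highest Pearson correlation was a replicate of the same group. Replicate 1 of the ‘Victoria’ summer season at E-L 36 had correlations of 0.952 to 0.953 with its own replicates and of 0.974 to 0.979 with those of E-L 38. Replicate 1 of the ‘Victoria’ summer season at E-L 38 had 0.963 to 0.975 with its own and 0.974 to 0.975 with replicates 2 and 3 of E-L 36. Replicate 1 of the ‘Muscat Hamburg’ summer season at E-L 36 had 0.954 to 0.969 with its own and 0.969 to 0.975 with those of E-L 38. An exchange of the first pair of libraries would need each to correlate better with both libraries of the other stage than with both of its own. For the E-L 38 library the highest value with its own stage was 0.975, above the lowest with the other stage, so an exchange of these libraries and other differences between them cannot be told apart, because the correlations overlap. The libraries were kept in the groups of their labels.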
